# Effector CD4+ T Cell Expression Signatures and Immune-Mediated Disease Associated Genes

**DOI:** 10.1371/journal.pone.0038510

**Published:** 2012-06-08

**Authors:** Wei Zhang, John Ferguson, Sok Meng Ng, Ken Hui, Gerald Goh, Aiping Lin, Enric Esplugues, Richard A. Flavell, Clara Abraham, Hongyu Zhao, Judy H. Cho

## Abstract

Genome-wide association studies (GWAS) in immune-mediated diseases have identified over 150 associated genomic loci. Many of these loci play a role in T cell responses, and regulation of T cell differentiation plays a critical role in immune-mediated diseases; however, the relationship between implicated disease loci and T cell differentiation is incompletely understood. To further address this relationship, we examined differential gene expression in naïve human CD4+ T cells, as well as in in vitro differentiated Th1, memory Th17-negative and Th17-enriched CD4+ T cells subsets using microarray and RNASeq. We observed a marked enrichment for increased expression in memory CD4+ compared to naïve CD4+ T cells of genes contained among immune–mediated disease loci. Within memory T cells, expression of disease-associated genes was typically increased in Th17-enriched compared to Th17-negative cells. Utilizing RNASeq and promoter methylation studies, we identified a differential regulation pattern for genes solely expressed in Th17 cells (*IL17A* and *CCL20*) compared to genes expressed in both Th17 and Th1 cells (*IL23R* and *IL12RB2*), where high levels of promoter methylation are correlated to near zero RNASeq levels for *IL17A* and *CCL20*. These findings have implications for human Th17 celI plasticity and for the regulation of Th17-Th1 expression signatures. Importantly, utilizing RNASeq we found an abundant isoform of *IL23R* terminating before the transmembrane domain that was enriched in Th17 cells. In addition to molecular resolution, we find that RNASeq provides significantly improved power to define differential gene expression and identify alternative gene variants relative to microarray analysis. The comprehensive integration of differential gene expression between cell subsets with disease-association signals, and functional pathways provides insight into disease pathogenesis.

## Introduction

Genome-wide association studies in immune-mediated diseases have implicated a variety of inflammatory pathways, with a striking overlap of major association signals across disease subtypes [1]. One of the most significant is the interleukin 23 (IL-23) pathway, highlighted by associations within the *IL23R* (interleukin 23 receptor, alpha chain) gene region to inflammatory bowel disease (IBD) [2], psoriasis [3], and ankylosing spondylitis [4]. Interleukin 23 (IL-23) is required for the optimal expansion and maintenance of Th17 lymphocytes, a key pro-inflammatory cell subset [5]. Within IBD, a striking number of the top association signals include genes along the IL-23 signaling pathway, including *STAT3*, *IL12B* (p40, a component of the heterodimeric IL-23 cytokine; also part of IL-12), *JAK2* and *TYK2* [6], [7], [8], although these genes are not specific to IL-23 signaling. In addition, genes enriched in Th17 cells, such as *CCR6*, have also been associated with IBD [8].

Human Th17 cells are characterized by the selective expression of CD161, CCR6 (chemokine C-C motif receptor 6), IL23R and the master transcription factor, RORC [9]. Th17 cells arise from a CD161+CD4+ T cell precursor [10], [11], [12] and CCR6 plays a key role in Th17 cell trafficking to the intestine [13], [14]. Importantly, Th17 cells also expressing IFNγ are abundant in the gut of patients with Crohn’s disease, a subtype of IBD [15]. The traditional view of an initiating role of IFNγ, IL-12 and Th1 cells in immune-mediated human and disease models of autoimmunity has been revised both by human genetic association studies implicating the IL-23 pathway, as well as the requirement for IL-23, and not the IL-12 pathway, in mouse models of intestinal, dermatologic and central nervous system inflammation [16], [17], [18], [19].

Given the preponderance of IL-23 pathway and Th17 enriched genes associated with immune-mediated diseases, we sought to more precisely define the spectrum and molecular basis of differential gene expression in naïve, in vitro differentiated Th1, Th17-negative and Th17-enriched CD4+ memory T cell subsets. We observed an enrichment of immune-mediated disease genes among upregulated genes in CD4+ memory compared to naïve T cells and also among upregulated genes in Th17-enriched CD4+ T cells compared to Th17-negative expanded memory CD4+ T cells. We demonstrate evidence for an abundant, novel isoform in *IL23R* predicted to terminate prior to the transmembrane domain. The differential mechanisms of gene regulation observed between initial Th17-lineage defining genes such as *IL17A, IL17F* and *CCL20*, compared to genes induced in both Th17 and Th1 cells, such as *IL23R* and *IL12RB2,* provide insight into the sequential and versatile roles that Th17 cells play in immune health and disease.

## Results

### The Surface Markers CD161 and CCR6 Distinguish Th17-negative from Th17-enriched CD4+ Memory Cell Subsets

To explicitly compare Th17-enriched with Th17-negative cells, we sorted freshly isolated human CD4+ memory T cells into CD161+CCR6+ and CD161-CCR6- subsets (Figure 1A), and expanded these cells for seven days with anti-CD3 and anti-CD28 mAb in the presence of IL-23 and IL-1β. Intracellular staining of IL-17 and IFN demonstrates that expanded CD161-CCR6- cells express minimal IL-17 (Figure 1B); in contrast, a significant fraction of expanded CD161+CCR6+ cells produces IL-17 (25–52%, Th17-enriched). Comparable fractions of expanded CD161-CCR6- and CD161+CCR6+ cells express IFNγ; as expected, these fractions are lower than those attained by expansion of naïve CD4+ T cells under Th1-skewing conditions (range, 72–80%) (Figure 1B). Within the expanded memory CD161+CCR6+ subset, 10–15% of cells express IL-17 but not IFNγ, whereas 15–40% of cells express both IL-17 and IFNγ, reflecting heterogeneity of gene expression within Th17-cell subsets (Figure 1B).

**Figure 1:**
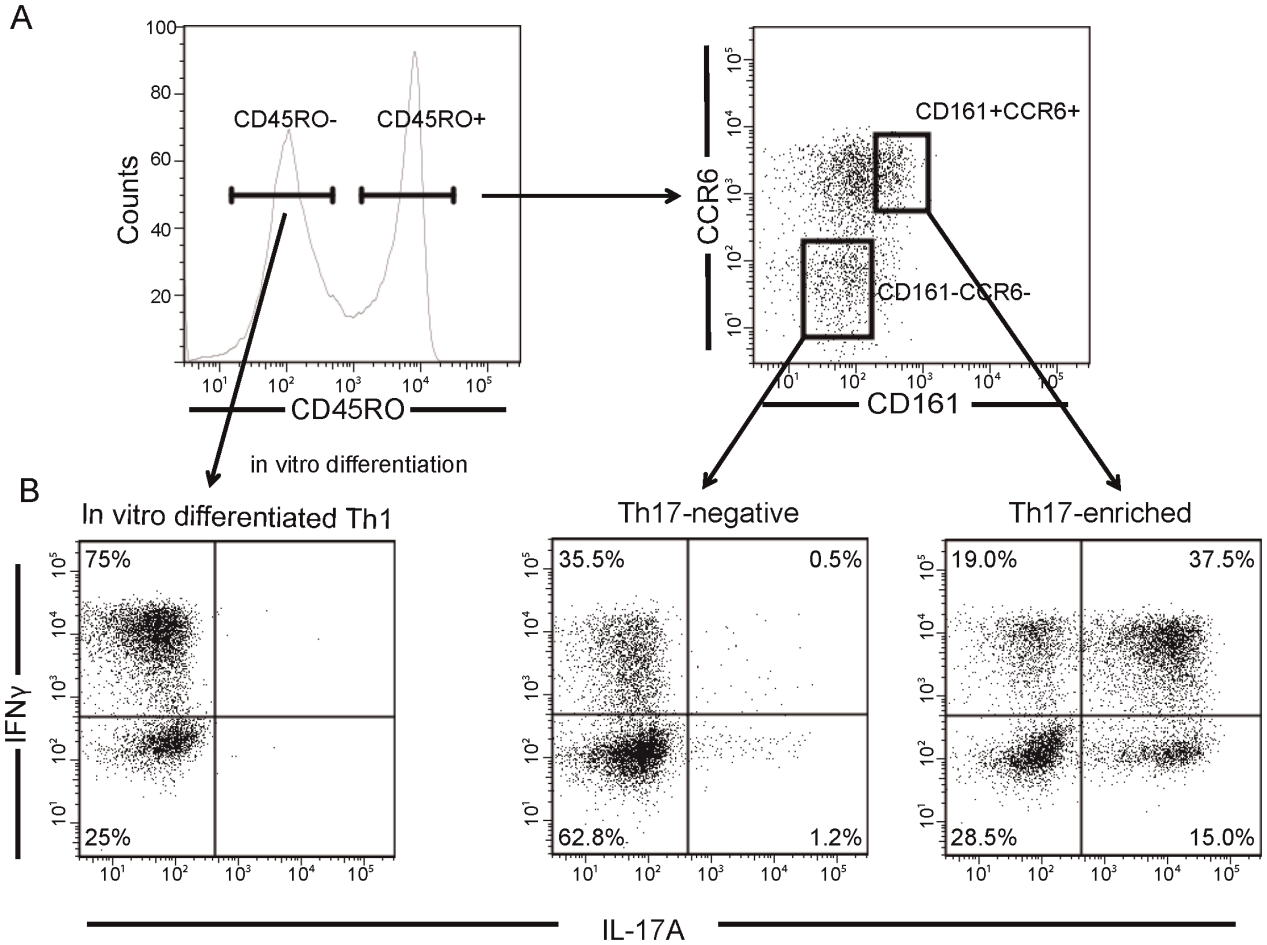
CD4+ T cell subsets. A. CD4+CD25- T cells were sorted by flow cytometry into CD45RO- and CD45RO+ subsets. Memory CD4+CD25-CD45RO+ cells were sorted into CD161+ CCR6+ and CD161-CCR6- subsets for subsequent activation and expansion. B. Th1 cells were generated from naïve CD4+CD62L+CD25-CD45RO- T cells by activating and expanding with anti-CD3, anti-CD28 in the presence of IL-12 and anti-IL4 for seven days. CD161+CCR6+ and CD161-CCR6- memory CD4+ T cells were activated and expanded with anti-CD3, anti-CD28, IL-1β and IL-23 for seven days. The distinct T cell subsets were assessed for differentiation by intracellular cytokine staining for IL-17A and IFNγ expression. Representative flow cytometry plots are shown in the figure.

### Improved Power to Identify Differential Gene Expression with RNASeq Compared to Expression Microarrays

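RNA from CD4+ T cells of 5 healthy donors was measured on 18 Affymetrix Human Gene 1.0 ST arrays. The arrays covered naïve cells (n = 4 donors), Th1 cells differentiated in vitro from naïve cells (n = 4), and Th17-enriched and Th17-negative memory cells (n = 5 each). Memory cells were sorted as CD25-CD45RO+ and divided on the surface molecules CD161 and CCR6, with both present on Th17-enriched cells and both absent from Th17-negative cells. The methods give a culture of 7 days on plate-bound anti-CD3 with soluble anti-CD28, and with IL-12 and anti-IL-4 for Th1 cells and IL-23 and IL-1β for both memory subsets. The sample labels name anti-IFN-γ in place of anti-IL-4 for Th1 cells; the methods were followed. No culture is listed for the naïve arrays, so comparisons with naïve cells also set cultured cells against cells with no listed culture. The authors normalized the arrays by RMA in Partek and deposited log2 intensities, which were used unchanged. Of 33297 probes, 19460 had a single gene symbol; where several probes named a gene, the probe with the highest mean over all arrays was kept, which left 18417 genes. Each pair of subsets was compared in limma with the donor as a block, a difference being called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold. Naïve and Th1 arrays came from 4 of the 5 donors, so every comparison that includes them rests on 4 pairs. Among the choices that change numbers is the block: in the memory comparison the numbers of genes higher and lower were 223 and 266 with it, and 53 and 53 with no replicate block. Gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01. With a correlation estimated from the data, the calls of 3 lists held in Th17-enriched against Th17-negative cells. They were those of Th17 genes and of the genes in Figure S2B and S2C, and no list's call held in the other comparisons. Calls were also lost where the estimate was below the preset 0.01. In Th1 against naïve cells it was -0.032 for glycolysis genes (camera adjusted p from 1.2e-10 to 0.14). For disease candidates it was -0.007 (0.012 to 0.16). Correlation between genes alone does not account for the losses of these lists. Other lists had higher estimates, such as 0.29 for cell cycle genes. The study chose the genes of Figure S2B and S2C on these samples for being higher in Th17-enriched cells. Their calls in Th17-enriched against Th17-negative cells are therefore not independent evidence. The Th17 list shares IL23R and KLRB1 with those genes, and KLRB1 encodes the sorting marker CD161. Its call is therefore not wholly independent either. The number of arrays limits the precision.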

To accurately evaluate differential gene expression in naïve, in vitro differentiated Th1, Th17-negative and Th17-enriched CD4+ T cell subsets from healthy individuals, we utilized both microarray and transcriptome sequencing (RNASeq) [20] and compared the results. Gene expression was measured by the estimated number of fragments of RNA per kilobase of exon per million fragments mapped (FPKM) for RNASeq and by log_2_ normalized intensity for microarray analysis (Figure S1). The gene expression estimates generated by the two approaches were strongly correlated (r  = 0.83 - 0.85) for all four cell subsets (Figure S1). Of note, the correlation between the two expression estimates was much smaller when restricting to transcripts with lower FPKMs because of the high level of background noise inherent in the microarray platform (r  = 0.38 - 0.45 for transcripts with RNASeq FPKM less than the median).

We next tested for differential gene expression between Th1 vs. naïve and Th17-enriched vs. Th17-negative cells, comparing RNASeq with expression microarrays. 

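IFNG, the cytokine that defines Th1 cells, was higher in Th1 than in naïve cells by 8.08 on the log2 scale (SE 0.14, adjusted p = 6.3e-09 from limma, n = 4 donors). All 30 measured cell cycle genes rose, also when adjusted over the list alone (camera adjusted p = 2.7e-25; adjusted p = 0.15 with an estimated correlation), among them the mitotic kinase CDK1 by 6.29 and topoisomerase TOP2A by 6.19. Metabolic genes rose with them. SQLE and HMGCS1, enzymes of cholesterol synthesis, gained 3.76 and 3.48, and 16 of 17 genes of that pathway were higher (16 when adjusted over the list alone; camera adjusted p = 5.6e-11; adjusted p = 0.16 with an estimated correlation). The amino acid transporters SLC7A11 and SLC7A5 gained 5.03 and 4.31, within a list of ATF4 and amino acid genes of which 18 of 20 were higher (18 when adjusted over the list alone; camera adjusted p = 2.6e-11; adjusted p = 0.16 with an estimated correlation). Of 19 glycolysis genes 18 were higher (19 when adjusted over the list alone; camera adjusted p = 1.2e-10; adjusted p = 0.14 with an estimated correlation). Of 19 Th1 genes 17 were higher and 2 were lower, with the same counts when adjusted over the list alone (camera adjusted p = 3.9e-08; adjusted p = 0.15 with an estimated correlation), and TNF rose by 4.41. AK5, an adenylate kinase, fell by 5.49 (SE 0.14, adjusted p = 1.2e-08). Genes of naïve and central memory cells moved the same way, 13 of 18 being lower and 1, SATB1, higher (14 and 1 when adjusted over the list alone; camera adjusted p = 4.1e-05; adjusted p = 0.15 with an estimated correlation); FOXP1, a factor of quiescent T cells, fell by 2.70. SATB1 was named after its values were seen. In all, 4656 genes were higher and 4722 were lower in Th1 cells. The spread of the log2 values also moved with the subset, its SD being 1.87 to 2.02 over the Th1 arrays and 1.77 to 1.95 over the naïve arrays. With that SD as a covariate, chosen after the arrays were seen to differ, 380 genes were higher and 246 were lower. In each of donors 1 to 4 the Th1 array had the larger SD. The values were 2.01, 1.87, 2.02 and 1.99 in Th1 cells and 1.91, 1.77, 1.95 and 1.86 in naïve cells. Within donors this covariate therefore largely followed the subset. Calls lost or signs changed in that fit of Th1 against naïve cells, here and below, cannot be credited to array spread. Of the called genes, 49.6% were higher in Th1 cells, and the median difference over all genes was -0.08; with each array centred on its median these became 61.3% and 0.03.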

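CD8B, a chain of the CD8 co-receptor that the CD4+ sort should exclude, was higher in Th1 than in naïve cells by 2.65 on the log2 scale (SE 0.08, adjusted p = 4.5e-08 from limma, n = 4 donors), and CD8A by 1.05 (SE 0.22, adjusted p = 0.0034). Both also rose when adjusted over the list alone. LYZ, the lysozyme gene listed as a monocyte marker, was lower in Th1 cells by a log2 difference of -4.01 (SE 0.60, adjusted p = 0.00048), and its adjusted p was 0.56 with the array spread as a covariate. It varied widely among the naïve arrays, at 8.89 ± 1.90 (SD, n = 4) against 4.87 ± 0.12 in Th1 cells. In total 6 of 8 monocyte markers were lower and none was higher (7 when adjusted over the list alone, with a camera adjusted p of 0.062). With the array spread as a covariate the log2 differences of FCN1 and CSF1R changed sign. They became 0.24 (adjusted p = 0.89 from limma) and 0.34 (adjusted p = 0.88). Of 6 NK cell markers 2 were lower (2 when adjusted over the list alone; camera adjusted p = 0.21), TYROBP by 0.84 and SH2D1B by 0.73; without replicate 3 the adjusted p of SH2D1B was 0.063, and with the array spread as a covariate that of TYROBP was 0.66 and that of SH2D1B 0.25. Among 11 genes shared by T cells, 7 were lower and CD2 alone was higher (7 and 1 when adjusted over the list alone; camera adjusted p = 0.057).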

The distribution of the P-values obtained from the RNASeq and microarray experiments using Q-Q plots (Figure 2A and 2C) and bar plots (Figure 2B and 2D) demonstrated a marked increase in the number of highly significant differentially expressed genes when expression was measured by RNASeq. 

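Th1 and naïve cells differed at more genes, and at smaller p, than Th17-enriched and Th17-negative cells. By the methods' paired t-test, two-sided and unadjusted, 5506 genes had a -log10 p of 2 or more between Th1 and naïve cells, where 184 would if no gene differed. Of these, 1988 lay between 2 and 2.5, 1490 between 2.5 and 3, 1572 between 3 and 4, 385 between 4 and 5, 64 between 5 and 6 and 7 between 6 and 8. Between Th17-enriched and Th17-negative cells of all 5 donors, 554 genes reached 2 or more, 329, 149, 67 and 9 of them in the same bins up to 5 and none above. Over the 4 donors who also gave naïve and Th1 arrays, a count added after the data were seen, 430 genes did, with 284, 86, 58, 1 and 1 in the bins up to 6. The largest -log10 p was 7.07 for Th1 against naïve cells, 4.59 for the memory subsets of 5 donors and 5.04 for those of 4. A p under 0.05 was reached by 9064, 1796 and 1774 genes, where 921 would be if no gene differed.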

Since a comparable number of samples were used for the two approaches (n = 5 for expression microarrays, n = 4 for RNASeq), this indicates that there is markedly greater power to identify differential gene expression using RNASeq compared to expression microarrays. The improved power of RNASeq reflects the numerous sequence reads obtained from analysis of a single sample, compared to the single intensity measurement obtained from microarray expression measurements, thereby allowing the more precise measurement of low transcript abundance compared to microarray-based measurements of gene expression.

**Figure 2:**
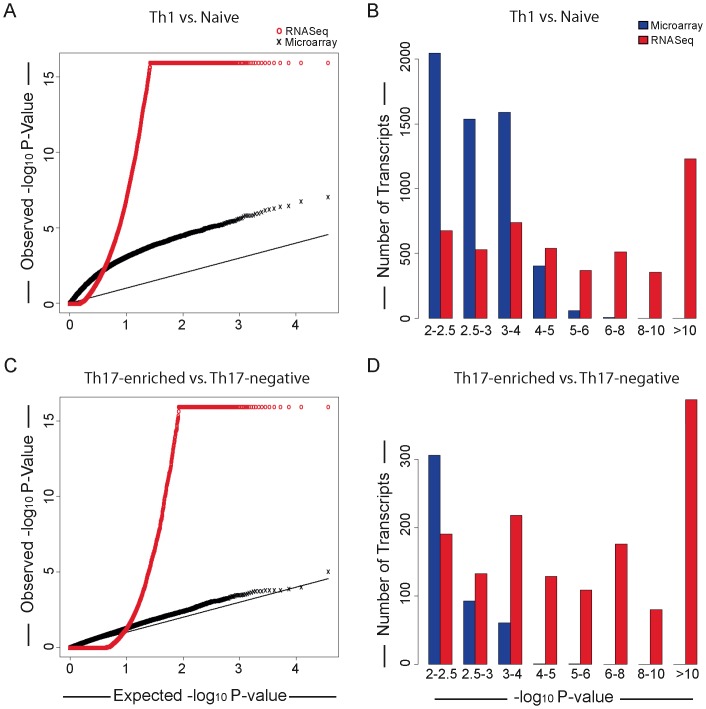
Improved power to identify differential gene expression with RNAseq. A**.** Q-Q plot for observed and expected P-Values for differential gene expression comparing in vitro differentiated Th1 and Naïve CD4+ T cells (N = 4). B. Observed statistical significance for differential gene expression between in vitro differentiated Th1 and Naïve CD4+ T cells (N = 4). C. Q-Q plot for observed and expected P-values for differential gene expression comparing Th17-enriched and Th17-negative CD4+ memory T cells. D. Observed statistical significance for differential gene expression between Th17-enriched and Th17-negative CD4+ T cells.

### Significant Enrichment for Increased Expression of Genes within Immune-mediated Genetic Loci in CD4+ Memory Compared to Naïve CD4+ T Cells and in Th17-enriched Compared to Th17-negative Expanded Memory CD4+ T Cells

The Immunochip was designed to densely map loci demonstrating genome-wide significant evidence for association to one of nine immune-mediated diseases using 0.1 cM (centimorgan) flanking boundaries from the peak association signal [21]. Loci related to 12 immune-mediated diseases were included on this custom chip. We extracted 1387 genes related to the loci from the Ensembl gene reference set, which we refer to as immune-mediated disease transcript subset. We hypothesized that such genes would demonstrate differential gene expression in CD4+ T cell subsets, since they surround or flank immune-mediated disease loci. Using RNASeq and microarray-based expression in CD4+ T cell subsets, we evaluated differential gene expression for all combinations of CD4+ T cells. We then tested for enrichment of the 1387 Immune-Mediated Disease Transcripts among upregulated genes (defined as those genes having P-values for upregulation amongst the 5% most significant P-values) using Fisher’s exact test for each comparison.

Table 1 reports the enrichment P-values obtained for relative gene expression for each possible pair of cell subsets using both the RNASeq and microarray datasets. First, we observed significant enrichment of immune-mediated disease transcripts among transcripts up-regulated in CD4+ memory T cells compared CD4+ naïve T cells. Specifically, in the RNASeq analysis, significant enrichment of disease-associated transcripts were observed comparing Th17-enriched memory to naïve CD4+ T cells (P-value  = 7.63×10^−04^), with similar, more modest enrichment of Th17-negative memory compared to naïve CD4+ T cells (P-value  = 0.019). 

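IL12RB2, the signalling chain of the IL-12 receptor, was higher than in naïve cells by 4.99 on the log2 scale in Th17-enriched cells (SE 0.19, adjusted p = 5.1e-08 from limma, n = 4 donors) and by 3.99 in Th17-negative cells (SE 0.17, adjusted p = 1.2e-08). IL23R was higher by 4.35 in Th17-enriched cells and by 1.46 in Th17-negative cells, while BACH2, a repressor of effector differentiation, was lower, with log2 differences of -2.93 and -2.94. PRDM1, which encodes the transcription factor Blimp-1, gained 3.13 and 2.93. Of 65 measured disease candidates, 30 were higher and 7 were lower in Th17-enriched than in naïve cells (32 and 7 when adjusted over the list alone; camera adjusted p = 2.3e-05; adjusted p = 0.15 with an estimated correlation). In Th17-negative cells 25 were higher and 10 were lower (26 and 12 when adjusted over the list alone; camera adjusted p = 0.0047; adjusted p = 0.31 with an estimated correlation). In Th1 cells 33 were higher and 17 were lower than in naïve cells (34 and 19 when adjusted over the list alone; camera adjusted p = 0.012; adjusted p = 0.16 with an estimated correlation). That list stands in for the paper's list of disease transcripts, which was not used here; it was drawn up from general knowledge, and many members were picked for a role in immunity. Over all genes, 2581 were higher and 2553 were lower in Th17-enriched cells, and 2292 and 2440 in Th17-negative cells. The largest differences included PTPN13, a tyrosine phosphatase, at 6.21 in Th17-enriched cells and the chemokine CXCL10 at 5.43 in Th17-negative cells, and AK5 at -5.07 and -4.68. All 30 cell cycle genes were higher in each memory subset, also when adjusted over the list alone (camera adjusted p = 5.6e-30 and 2.5e-37; adjusted p = 0.15 and 0.16 with an estimated correlation), in cultured cells against naïve cells with no listed culture.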

Similar, less significant trends are observed in the microarray data; enrichment P-values comparing Th17-enriched memory cells to naïve CD4+ T cells and Th17-negative cells vs. naïve CD4+ T cells 0.025 and 0.091, respectively. Secondly, within memory CD4+ T cells, significant enrichment of immune-mediated disease transcripts was detected in genes upregulated in Th17-enriched compared to Th17-negative CD4+ memory T cells with the RNASeq analysis (P-value  = 2.46×10^−03^). This enrichment was consistently, but less significantly detected in the microarray dataset (P-value  = 0.043). 

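CTSH, the cathepsin H gene, was higher in Th17-enriched than in Th17-negative cells by 2.06 on the log2 scale (SE 0.15, adjusted p = 1.3e-05 from limma, n = 5 donors). It lies on chromosome 15 from 79213399 to 79241916 (hg19). Of the 65 measured disease candidates, 9 were higher in Th17-enriched cells, IL23R, CCR6, CTSH, IL1R1, IL12RB2, IL18RAP, IL18R1, IL7R and IL6R, and RGS1 was lower (13 and 2 when adjusted over the list alone; camera adjusted p = 2.5e-06; adjusted p = 0.099 with an estimated correlation). IL23R, IL12RB2, IL18RAP and IL18R1 are genes of Figure S2B, and CCR6 and IL1R1 of Figure S2C. The study chose those genes on these samples for being higher in Th17-enriched cells, and CCR6 was used in the sort. The count and the camera result are therefore not independent evidence. IL7R, the IL-7 receptor of resting T cells, gained 0.63 (SE 0.14, adjusted p = 0.028) and IL6R gained 0.47 (SE 0.10, adjusted p = 0.026). RGS1, a regulator of G-protein signalling, had a log2 difference of -0.90 (SE 0.17, adjusted p = 0.011). Of these 10 calls 6 did not hold with no replicate block, where the adjusted p was 1.00 for IL7R, 0.45 for IL6R, 0.76 for RGS1, 0.33 for IL12RB2, 0.28 for IL18RAP and 0.36 for IL18R1; with all 18 arrays in one fit it was 0.32, 0.16, 0.13 and 0.094 for IL7R, IL6R, RGS1 and IL18R1. Leaving out 1 donor also ended 4 of them, the adjusted p of IL7R being 0.053, 0.11 and 0.10 without replicates 1, 2 and 3, that of IL6R 0.12, 0.095 and 0.067 without replicates 3, 4 and 5, that of RGS1 0.069 without replicate 3, and that of IL18R1 0.055 and 0.077 without replicates 1 and 3. IL6R was named after its values were seen.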

Finally, comparing CD4+ memory T cells and in vitro differentiated Th1 cells, we observed a significant enrichment for upregulated in Th17-negative compared to Th1 (P = 1.13×10^−03^) and Th17-enriched compared to Th1 (P = 7.24×10^−03^) with RNASeq analyses; the P values of the same comparisons in microarray data were rather modest, 0.09 and 0.11 respectively, likely reflecting the lower power of microarray data to identify differential gene expression. 

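KLRB1, the gene of the sorting marker CD161, was higher than in Th1 cells by 6.79 on the log2 scale in Th17-enriched cells (SE 0.20, adjusted p = 1.6e-07 from limma, n = 4 donors) and by 3.80 in Th17-negative cells (SE 0.15, adjusted p = 3.2e-09). Disease candidates went both ways, with 16 higher and 17 lower in Th17-enriched than in Th1 cells (18 and 18 when adjusted over the list alone; camera adjusted p = 0.69). In Th17-negative cells 12 were higher and 21 were lower (14 and 21 when adjusted over the list alone; camera adjusted p = 0.17). After quantile normalization the counts in Th17-enriched cells were 20 higher and 16 lower, and after median centring 11 and 17. IL21 was among the lower, with log2 differences of -3.06 in Th17-enriched cells and -2.72 in Th17-negative cells, and IL7R among the higher, at 2.52 and 1.81. The cell cycle genes were lower than in Th1 cells in both memory subsets, all 30 in each, also when adjusted over the list alone (camera adjusted p = 8.1e-20 and 1.5e-24; adjusted p = 0.36 and 0.27 with an estimated correlation). ANXA3, an annexin, had log2 differences of -5.72 and -5.71. Over all genes, 1959 were higher and 3072 were lower in Th17-enriched than in Th1 cells, and 2040 and 3260 in Th17-negative cells. In Th17-negative against Th1 cells 38.5% of the called genes were higher and the median difference over all genes was 0.08; with each array centred on its median these became 25.4% and -0.02. From the enrichments across these subsets, the paper reasons that genes raised in CD4+ memory cells, and in Th17 memory cells in particular, are central to immune-mediated disease.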

Taken together, these data highlight the central role of genes demonstrating enriched expression in CD4+ memory cells generally, and memory Th17 CD4+ T cells specifically, in immune-mediated disease pathogenesis.

**Table 1:** Immune-mediated-associated gene enrichment analysis.

Test	RNASeq	Microarray
Th17-negative>Th17-enriched	0.099	0.52
Th17-enriched>Th17-negative	**2.46E−03**	0.043
Th1>Naïve	0.033	0.67
Naïve>Th1	0.025	0.62
Th17-enriched>Th1	7.24E−03	0.11
Th1>Th17-enriched	0.63	0.95
Th17-enriched>Naïve	**7.63E−04**	0.025
Naïve>Th17-enriched	0.63	0.28
Th17-negative>Naïve	0.019	0.091
Naïve>Th17-negative	0.14	0.95
Th17-negative>Th1	**1.13E−03**	0.09
Th1>Th17-negative	0.24	0.98

Enrichment analysis performed by Fisher’s 2×2 test for the 5% of the most differentially expressed genes between the two compared cell subsets. Bolded are P-values less than 0.004.

As an additional analysis of the enrichment of “Th17” genes (genes upregulated in Th17-enriched memory comparing to Th17-negative memory CD4+ T cells) among autoimmune-disease associated genes, we have identified the known disease associations for each pertinent transcript using the GWAS catalog [22], (Table S1 for RNASeq; Table S2 for microarray data). 

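B3GALT2, a galactosyltransferase, was 21.4-fold higher in Th17-enriched than in Th17-negative cells over the 4 donors who also gave naïve and Th1 arrays and 20.8-fold higher over all 5, with 18.4-fold in donor 5. IL23R was 7.42-fold higher over 4 donors and 8.07-fold over 5 (11.3 in donor 5), and KLRB1 was 7.94-fold and 7.29-fold higher (5.17 in donor 5). CTSH was 4.80-fold and 4.17-fold higher (2.37 in donor 5), and IL17A was 5.32-fold and 4.79-fold higher (3.16 in donor 5). IL18R1, a chain of the IL-18 receptor, was 1.79-fold and 1.62-fold higher, donor 5 showing 1.08-fold, and IL1R1 was 2.39-fold and 2.69-fold higher, donor 5 showing 4.36-fold. Table S2 has 900 entries with the fold and p of the paper's paired test, of which 834 have a probe with a single symbol. For 831 of the 834 (99.6%) both values were matched within 1% (a relative tolerance of 0.01) by the methods' paired t-test over those 4 donors, and for 0 over all 5. The match over 4 donors was added after the data were seen. The paper's text gives no reason for leaving out donor 5. Of the 834 genes, 509 were higher in Th17-enriched cells in every one of the 5 donors and 200 were called higher by limma. Table S2 lists genes chosen on the same arrays for being higher in Th17-enriched cells. Both counts are therefore partly fixed by that choice. At an unadjusted p under 0.05 by the methods' t-test, 863 genes were higher over 4 donors and 768 over 5, with 536 in both.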

Genes were selected for this annotation based on satisfying all of the following three criteria: 1) having a P-value less than 0.05 for differential expression between Th17-enriched and Th17-negative memory CD4+ T cells, (2) being upregulated in Th17-enriched cells and (3) appearing in both the microarray and RNASeq datasets. The genes are ordered by P-value for upregulation in Th17-enriched compared to Th-17 memory CD4+ T cells.

To further explore the Th17 cell expression signature, we performed cluster analysis focusing on the transcripts demonstrating increased expression in Th17-enriched cells relative to Th17-negative cells by using Partek Genomics Suites (Partek, MO). 

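Genes raised at least 1.5-fold in Th17-enriched over Th17-negative cells were counted by the methods' paired t-test. Over the 4 donors behind Table S2, 149 genes had at least a 1.5-fold higher level and an unadjusted p under 0.05, and over all 5 donors 127 did. CCL20, a chemokine that attracts CCR6+ cells, was among them, at 4.67-fold over 4 donors and 4.40-fold over 5, with 3.46-fold in donor 5. By an unpaired test, with no replicate block, the count over 5 donors was 114, and by a one-sided test for higher levels it was 139.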

195 transcripts with P-values less than 10^−09^ were used for the cluster analysis of the RNASeq dataset (Figure 3), and 147 transcripts with at least a 1.5 fold change and P-values less than 0.05 were used for the clustering analysis of the Microarray dataset (Figure S2). We compared the patterns of expression in Th17-enriched, Th17-negative, CD4+ naïve and in vitro differentiated Th1 cells. 

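Naïve, Th1, Th17-negative and Th17-enriched arrays each formed a cluster of their own over the 127 genes at least 1.5-fold higher in Th17-enriched cells by the methods' test over 5 donors, a set chosen for that difference. Over the 1000 most variable genes, chosen without regard to the subsets, only the naïve and the Th1 arrays did so. The memory arrays then divided with both subsets of donors 1, 2 and 3 in one cluster and both of donors 4 and 5 in the other. These clusters also differed in the leading component of the deviations from subset means. Its scores ran from -0.316 to -0.147 in the first and from 0.200 to 0.406 in the other. That component followed the SD of each array's log2 values. The division therefore cannot be credited to donor rather than to array spread or an unrecorded batch. Even so, each of the 18 arrays correlated best with another array of its own subset. Over the 500 most variable genes all 4 subsets had their own cluster, and over 5000 the naïve and Th1 subsets did, with 17 arrays closest to their own subset. The median r between arrays, across the 1000 genes, was 0.954 within naïve cells, 0.953 within Th1 cells, 0.919 within Th17-enriched cells and 0.921 within Th17-negative cells. It was 0.864 between the memory subsets, 0.587 between Th17-enriched and Th1 cells and 0.0733 between naïve and Th1 cells. The plot of principal components shows the naïve and the Th1 arrays each apart from the rest, and the arrays of the 2 memory subsets intermingled.

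**Figure D1:**
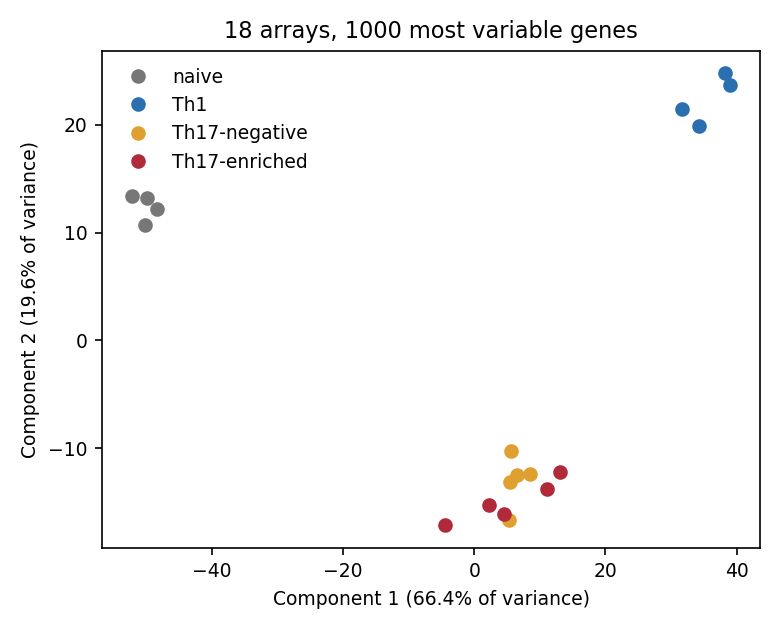
First 2 principal components of the 18 arrays over the 1000 most variable genes, with the first component (66.4% of the variance) on the x axis and the second (19.6%) on the y axis; each point is an array, coloured by subset. Naïve and Th1 arrays lie apart from each other on the first component, and the memory arrays lie between them and lower on the second.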

As expected, the samples from each of the four cell types clustered together. Because the selection criteria for transcript inclusion was based on increased expression in Th17-enriched compared to Th17-negative cells, increased expression (red-colored predominance) is observed in Th17-enriched compared to Th17-negative cells (blue-colored predominance). 

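B3GALT2 rose by 4.38 on the log2 scale in Th17-enriched over Th17-negative cells (SE 0.21, adjusted p = 3.7e-07 from limma, n = 5 donors), and ADAM12, a metalloprotease, by 3.52 (SE 0.18, adjusted p = 6.5e-07). IL26, a Th17 cytokine, rose by 2.58 (SE 0.19, adjusted p = 1.4e-05) and PTPN13 by 2.22 (SE 0.10, adjusted p = 3.1e-07). These 4 genes were higher in all 5 donors, while IL22, a cytokine that acts on epithelia, rose by 2.73 (SE 0.44, adjusted p = 0.0048) and was higher in 4 of 5. The call of IL22 did not hold with no replicate block (adjusted p = 0.14) or with a trended, robust variance prior (adjusted p = 0.20). Of 19 measured Th17 genes 12 were higher and none was lower (13 and 1 when adjusted over the list alone; camera adjusted p = 1.5e-24, and 0.030 with an estimated correlation). That list holds KLRB1, the gene of a sorting marker, and shares IL23R with Figure S2B, so it is not wholly independent evidence. Of 11 genes of the IL-12 and IL-23 pathway, IL23R, IL12RB2 and IL12RB1 were higher and IL12A was lower (5 and 1 when adjusted over the list alone; camera adjusted p = 0.00045; adjusted p = 0.099 with an estimated correlation). IL12RB1 gained 0.46 and IL12A had a log2 difference of -0.52, with adjusted p of 1.00 and 0.63 with no replicate block; that of IL12RB1 was 0.058, 0.13, 0.18 and 0.12 without replicates 1 to 4 and 0.062 after median centring, and with all 18 arrays in one fit the 2 genes had 0.21 and 0.092. Of 9 genes of the IL-1 and IL-18 receptor family, IL1R1, IL18RAP and IL18R1 were higher and none was lower (5 and 0 when adjusted over the list alone; camera adjusted p = 0.00014; adjusted p = 0.099 with an estimated correlation). The adjusted p with no replicate block was 0.33 for IL12RB2, 0.28 for IL18RAP and 0.36 for IL18R1, and that of IL18R1 was 0.055 and 0.077 without replicates 1 and 3 and 0.094 with all 18 arrays in one fit. The 223 genes higher and 266 lower were 2.66% of those tested, and with no replicate block 53 were higher and 53 were lower. After median centring 212 were higher and 175 lower, and after quantile normalization 249 and 215. The number higher was 144, 127 and 146 without replicates 2, 3 and 4, and the number lower was 148 without replicate 3. Of the 489 genes, 225 were called in the same direction whichever donor was left out. The methods' paired t-test, Benjamini-Hochberg adjusted, called 0 genes; it gave an unadjusted p under 0.05 for 1796 genes, and limma for 2297.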

Asterisks (*) designate the transcripts within immune-mediated disease regions; there were a total of 32 such transcripts in the whole cluster (Figure 3, indicating that these immune-mediated disease transcripts are highly expressed in Th17-enriched CD4+ T cells. In addition, these immune-mediated disease transcripts are not exclusively expressed in Th17-enriched memory T cells. Nearly half are highly expressed in *both* Th17-enriched memory and in vitro differentiated Th1 cells, for instance, *IL23R, IL12RB2, IL18RAP, and CTSH*. Similarly, in the microarray cluster (Figure S2), there were a total of 25 immune-mediated disease transcripts in the total 147 transcripts. These clustering analyses demonstrate the consistency between RNASeq and microarray gene expression (as can also be seen in Figure S1). 

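CCR6, the chemokine receptor used in the sort, was 4.77-fold higher in Th17-enriched than in Th17-negative cells on the arrays (n = 5 donors), where the paper's RNASeq value in Table S1 is 146-fold. The RNASeq came from 4 individuals and the arrays from 5 donors, so the groups set side by side are not alike; over the 4 donors shared by all subsets the log2 difference of CCR6 on the arrays was 2.09, against 2.25 over 5. ADAM12 was 11.4-fold higher on the arrays, with the paper's value at 97.0-fold. SLC4A10, a bicarbonate transporter, was 3.38-fold higher, with the paper's value at 20.5-fold. In Th17-negative cells CCR6 and ADAM12 had mean log2 intensities of 5.54 and 5.74, near their naïve means of 5.69 and 5.63. A low intensity does not tell background from low expression, so the array folds of CCR6 and ADAM12 may be underestimates. For IL26 the array fold was 5.99 and the paper's 6.20, and for PTPN13 they were 4.66 and 5.04. Table S1 lists 658 genes, of which 609 were measured on the arrays with a probe of a single symbol. Of those, 575 (94.4%) had a higher array mean in Th17-enriched cells, where 49.0% of all tested genes did. limma called 177 of them higher and 0 lower, out of 223 genes called higher in all. Over the 561 with a finite fold, the log2 folds had a Pearson r of 0.589 and a Spearman rho of 0.405 across genes, which are not independent replicates. Their median log2 fold was 0.72 in Table S1 and 0.31 on the arrays. Of the 609 genes, 48 had an infinite fold in Table S1, IL17A, IL17F and CCL20 among them.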

Taken together, these data support the conclusion from the enrichment analysis that immune-mediated disease transcripts are enriched among transcripts upregulated in Th17-enriched CD4+ memory T cells.

**Figure 3:**
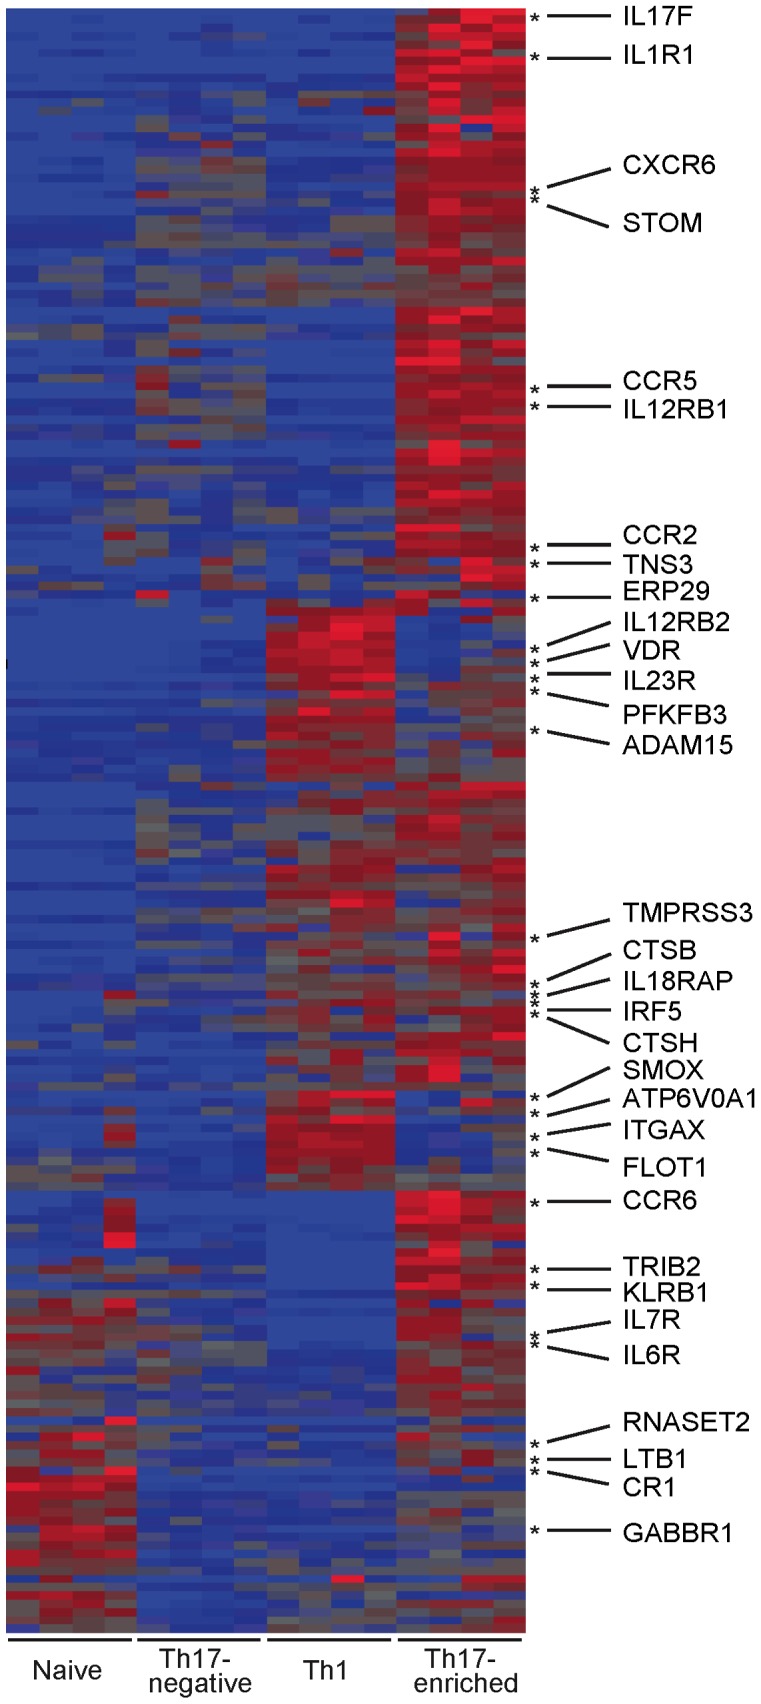
Preponderance of disease-associated transcripts upregulated in Th17 and in vitro differentiated Th1 cells. Hierarchical clustering was performed on 195 transcripts with increased expression in Th17-enriched (red, increased expression relative to other cell types) compared to Th17-negative (blue, decreased expression) and differential expression P-values less than 1×10^−09^. Asterisks (*) designate the transcripts within immune-mediated disease loci. There are total 32 immune-mediated disease associated genes with names marked in the figure.

### Promoter Methylation Patterns Contribute to Differential Gene Expression in CD4+ T Cell Subsets

Gene expression is regulated at multiple levels, including promoter methylation, covalent modification of histones, interactions with non-coding RNAs, and post-translational modifications. We investigated the promoter DNA methylation patterns of illustrative genes in CD4+ T cell subsets, selecting two transcripts demonstrating increased expression in both Th17-enriched and Th1 cells (IL23R and IL12RB2), as well as two transcripts demonstrating increased expression solely in Th17-enriched cells (IL17A, CCL2)), compared with two transcripts demonstrating increased expression (Figure 4, Figure S3). High levels of methylation at conserved CpG sites result in gene silencing [23]; however, additional levels of gene regulation contribute, as gene expression is imperfectly correlated with promoter methylation levels alone [24]. For example, *IL23R* and *IL12RB2* are adjacent on chromosome 1p31; despite similar patterns of gene expression of these two genes across CD4+ T cell subsets (Figure 3), very different patterns of promoter methylation are observed comparing *IL23R* and *IL12RB2* (Figure 4A–B). In the *IL23R* promoter, high levels of CpG methylation and gene silencing are observed in naïve CD4+ T cells (Figure 4A), with significantly lower levels observed in CD4+ memory subsets, including Th17-negative cells that express low levels of *IL23R*. In contrast, *IL12RB2* promoter methylation levels are low in all CD4+ subsets (Figure 4B), even in naïve CD4+ T cells, reflecting a fundamental difference in regulation of gene expression between *IL23R* and *IL12RB2*.

**Figure 4:**
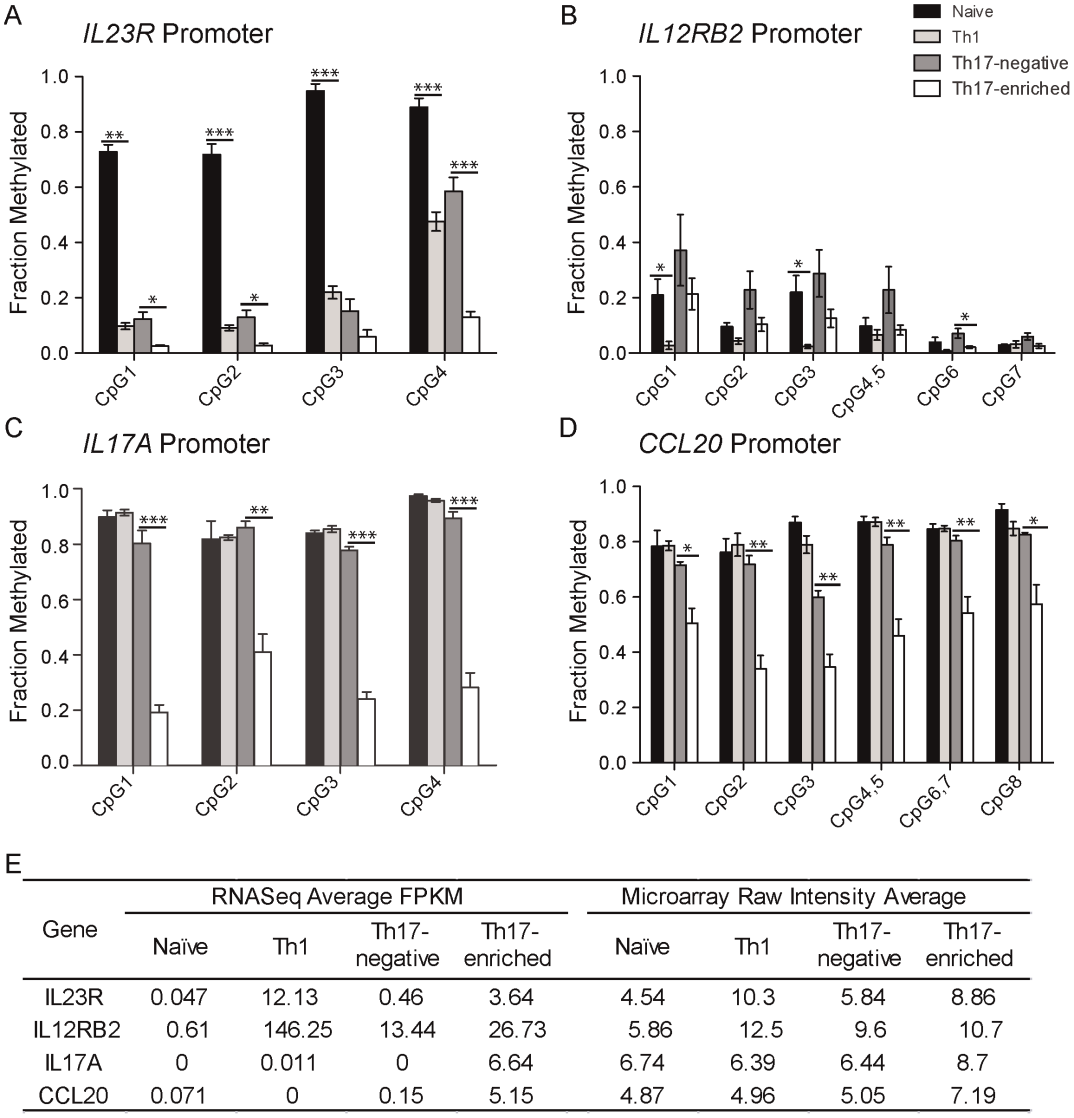
Differential gene expression between CD4+ T cell subsets results from distinct molecular mechanisms. Shown are the fractions of methylation at conserved CpG promoter sites estimated by mass spectrometry (N = 5) for A. *IL23R*, B. *IL12RB2*, C. *IL17A* and D. *CCL20* promoters. Paired t-tests were used to test for differential methylation fractions between naïve vs. Th1 and Th17-negative vs. Th17-enriched were estimated by paired t-test; *P<0.05, **P<0.01, ***P<0.001. E. Average expression estimates from four individulas in both RNASeq and microarray show that Th17-specific transcripts *IL17A* and *CCL20* have nearly zero expression in Th17-negative cells, corresponding to high promoter methylation levels (C–D). Gene expression was measured by FPKM (fragments of RNA per Kilobase of exon per Million fragments mapped) for RNASeq and log2 RMA normalized intensity for microarray.

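IL17A, the cytokine that defines Th17 cells, had a mean log2 intensity of 6.54 ± 0.25 in Th17-negative and 8.95 ± 0.64 in Th17-enriched cells (SD, n = 4 donors), against 6.74 ± 0.41 in naïve and 6.39 ± 0.37 in Th1 cells of the same donors. CCL20 had 5.19 ± 0.41 and 7.42 ± 0.53 in the memory subsets, and 4.87 ± 0.27 and 4.96 ± 0.29 in naïve and Th1 cells. Between Th17-negative and naïve cells the log2 difference was -0.20 for IL17A (adjusted p = 0.53 from limma, n = 4 donors) and 0.33 for CCL20 (adjusted p = 0.21), neither past the test, though CCL20 passed it without replicate 4 (adjusted p = 0.036). IL23R had 6.00 ± 0.44 and 8.89 ± 0.63, with 4.54 ± 0.08 in naïve and 10.30 ± 0.49 in Th1 cells, and IL12RB2 had 9.85 ± 0.44 and 10.85 ± 0.58, with 5.86 ± 0.22 and 12.50 ± 0.15. With donor 5 the Th17-negative and Th17-enriched means were 6.44 ± 0.31 and 8.7 ± 0.78 for IL17A, 5.05 ± 0.48 and 7.19 ± 0.69 for CCL20, 5.84 ± 0.52 and 8.86 ± 0.56 for IL23R, and 9.6 ± 0.68 and 10.70 ± 0.60 for IL12RB2 (SD, n = 5). Donor 5 alone had 6.05 and 7.71 for IL17A, 4.48 and 6.27 for CCL20, 5.2 and 8.7 for IL23R, and 8.60 and 10.12 for IL12RB2. The legend counts 4 individuals. The means in the figure, read by eye, are closest to those over all 5 memory donors, IL17A in Th17-enriched cells being about 8.7. An array's median log2 value lay between 6.91 and 7.14, and a low intensity on it does not tell background from low expression.

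**Figure D2:**
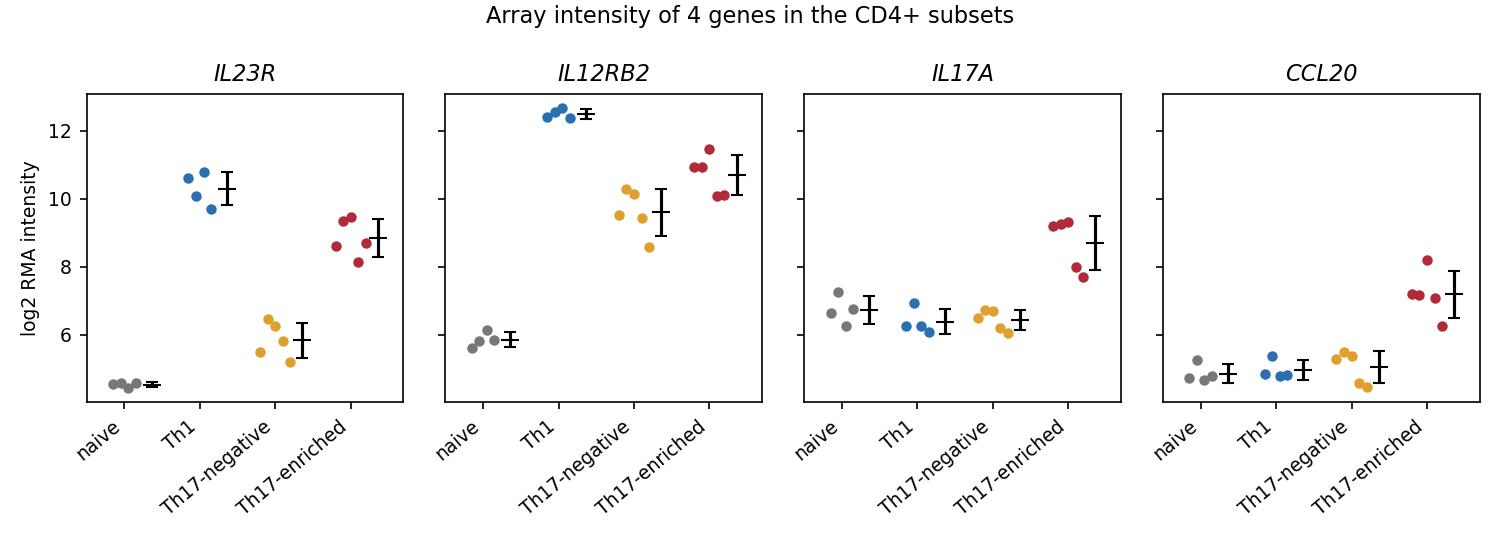
Log2 RMA intensity (y axis) of IL23R, IL12RB2, IL17A and CCL20 in each array, by subset (x axis); points are donors, bars the mean and SD. IL17A and CCL20 stand above the other subsets in Th17-enriched cells alone, and IL23R and IL12RB2 are highest in Th1 cells.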

Using RNASeq, differential gene expression between cell subsets associated with the complete absence of mRNA expression can be defined, such as the absence of *IL17A* sequences in Th17-negative subsets; the distinction between the complete absence of gene expression and present, but relatively decreased, gene expression levels, suggests distinct mechanisms of gene regulation. For example, while marked induction of gene expression in Th17-enriched compared to Th17-negative cells is observed for *IL23R*, *IL12RB2*, *IL17A* and *CCL20*, the latter two Th17 signature genes have RNASeq counts in Th17-negative cells near zero (Figure 4E). 

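IL23R was higher in Th17-enriched than in Th17-negative cells by 3.01 on the log2 scale (SE 0.14, adjusted p = 3.1e-07 from limma, n = 5 donors), IL17A by 2.26 (SE 0.15, adjusted p = 7.3e-06) and CCL20 by 2.14 (SE 0.15, adjusted p = 1.0e-05). IL12RB2 was higher by 1.10 (SE 0.14, adjusted p = 0.00078), a call that was lost with no replicate block (adjusted p = 0.33). Each of the 4 genes was higher in all 5 donors. On hg19, IL23R lies on chromosome 1 from 67632082 to 67725662 and IL12RB2, the neighbouring gene, on chromosome 1 from 67773046 to 67862583. IL17A lies on chromosome 6 from 52051184 to 52055436 and CCL20 on chromosome 2 from 228678557 to 228682272. IFNG, a Th1 cytokine, had a log2 difference of 0.31 between the memory subsets (SE 0.17, adjusted p = 0.52), which did not pass the test; with 1 donor left out it ran from 0.17 without replicate 1 (adjusted p = 0.84) to 0.53 without replicate 5 (adjusted p = 0.053), the 1 donor of 5 in whom IFNG was lower. STAT3, JAK2 and TYK2, which relay signals of the IL-23 receptor, had differences of 0.29, -0.06 and 0.05 and did not pass either. The log2 difference of JAK2 was 0.017 without replicate 1 (adjusted p = 0.99) and 0.087 without replicate 4 (adjusted p = 0.92).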

Consistent with this, high methylation levels (fraction methylated greater than 0.7) are observed at conserved CpG sites within the *IL17A* (Figure 4C), *IL17F* (Figure S3B) and *CCL20* (Figure 4D) promoters in all CD4+ T cell subsets examined except for Th17-enriched cell subsets. Therefore, with *IL17A, IL17F* and *CCL20*, promoter methylation levels account for much of the variable gene expression observed between CD4+ T cell subsets. However, with *IL23R* and *IL12RB2*, promoter methylation levels are less well correlated; for example, modest trends toward decreased CpG methylation (and therefore increased gene expression) in Th17-enriched compared to Th17-negative cells is observed. 

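IL23R was 19.7-fold higher in Th1 than in Th17-negative cells, a log2 difference of -4.30 from Th1 to Th17-negative cells (SE 0.21, adjusted p = 1.6e-08 from limma, n = 4 donors). Th17-enriched cells also had less IL23R than Th1 cells, with a log2 difference of -1.41 (SE 0.18, adjusted p = 0.00049). Both differences had that direction in all 4 donors. IL12RB2 was lower than in Th1 cells as well, at -2.65 in Th17-negative cells (SE 0.15, adjusted p = 6.9e-08) and -1.65 in Th17-enriched cells (SE 0.17, adjusted p = 0.00014).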

While CpG promoter methylation levels are comparable between Th1 and Th17-negative cells, *IL23R* gene expression levels are much higher in Th1 cells (Figure 4E).

### Identification of a Major, Novel *IL23R* Truncated Isoform

Inspection of the mapped sequence reads in the *IL23R* gene region on chromosome 1p31 in Th17-negative and positive cells revealed a striking increase of expressed sequences in the intronic region immediately centromeric to exon 6, particularly in Th17-enriched cells and in vitro differentiated Th1 cells (Figure 5A). The y-axis scale represents RNASeq coverage, and indicates that *IL23R* was highly expressed on both Th17-enriched and in vitro differentiated Th1 cells. Also, *IL23R* expression is higher in in vitro differentiated Th1 cells compared to Th17-enriched CD4+ memory T cells. Examination of paired sequence reads (Figure 5B) confirmed numerous examples where the sense sequence originated in the coding portion of exon 6, and its antisense partner mapped to a region centromeric to the exon 6 consensus sequence. Continuation of transcripts into the consensus intron 6 region would result in a stop signal 9 codons downstream of the consensus exon 6 sequence. The transmembrane domain of *IL23R* is contained within exon 9, with the extracellular domain encoded by exons 2 through 8. We performed 3′ RACE priming from the coding region of exon 6 followed by sequence analysis, and confirmed the presence of a major transcript continuing into the region adjacent to the consensus exon 6 region resulting in an extended form of exon 6 (∼700 base pair amplicon, Figure 5C), as well as amplicons containing the full-length transcript (∼2000 base pair fragment, Figure 5C). The presence of PCR amplicons priming between the non-coding region of the extended exon 6 to sense primers in each of exons 2–5 was also confirmed (Figure S4). In the 3′ RACE analysis priming from the coding region of exon 6, the early truncating transcript extends 672 base pairs into the consensus intron 6 region (67,672,739 to 67,673,410 base pairs). In four donors, using Cufflinks applied to a custom annotation file for the *IL23R* region, we observed a high fraction of this *IL23R* transcript with an extended form of exon 6, (32.78% ±4.70% for Th17-enriched and 42.80% ±0.28% for in vitro differentiated Th1 cells). The sequences mapping immediately centromeric to this are largely self-contained, with sequence pairs mapping between 67,673,962 to 67,675,317 base pairs, forming an independent transcript (Figure 5B, zoom-in picture of intron 6). This independent RNA is expressed in both Th17-enriched and in vitro differentiated Th1 cells (Figure 5A), highlighting both the abundance and regulated nature of such novel transcripts.

**Figure 5:**
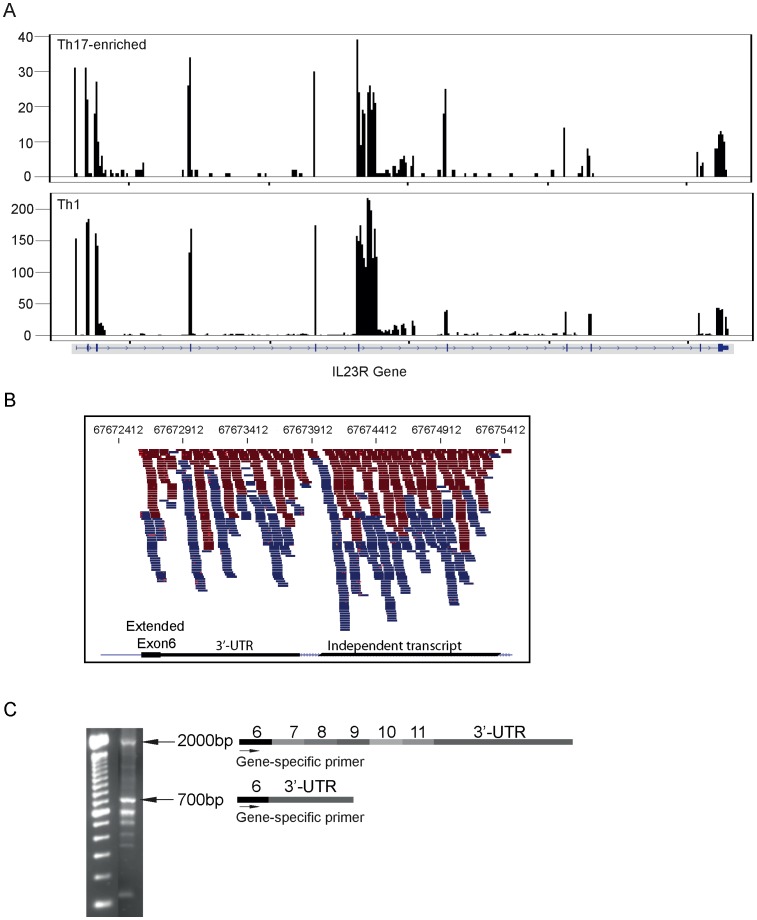
Abundantly expressed, novel *IL23R* isoform. A. Sequence reads were mapped to the *IL23R* gene region in Th17-enriched and in vitro differentiated Th1 cells using Tophat v1.3.3. The intron 6 region was highly covered in both the Th17-enriched and Th1 cell subsets. The scale on the y-axis represents coverage (average number of reads that cover a particular base). B. Zoom in picture of extended coverage on exon 6 and intron 6. Blue and red bars correspond to sense- and anti-sense reads, respectively. The expanded inset demonstrates sequence reads mapping to an extended exon 6 resulting in a stop signal 9 codons downstream with contiguous 3′UTR sequence; in addition an independent transcript maps immediately centromeric to this. C. 3′ RACE (rapid amplification of cDNA ends) was performed, and 2000 and 700 base pair fragments were sequenced, confirming the exon contents designated. The 700 base pair transcript terminating in the intron 6 region would encode for a transcript terminating prior to the transmembrane domain in exon 9.

## Discussion

### Enrichment of CD4+ T Cell Gene Signatures in Immune-mediated Disease Loci

The overlap of associated genetic loci identified by GWAS across immune-mediated diseases suggests a shared pathogenesis. Commonly, the precise risk alleles are also the same, suggesting that the overlap results not merely from the identification of key immune-mediated genes with functional polymorphisms, but that the directionality of effects is also shared. In this study, we observe that genes contained within immune-mediated disease genetic loci demonstrate a striking enrichment of increased gene expression in Th17-enriched, Th17-negative CD4+ memory compared to naïve CD4+ cells (Table 1). Within memory CD4+ T cells, we observe increased gene expression in Th17-enriched compared to Th17-negative cells. Importantly, enrichment of increased gene expression in the converse direction is not observed; for example, genes demonstrating increased gene expression in naïve CD4+ T cells compared to memory T cells are not enriched among disease-associated genes. These findings provide a basis for an increasingly refined and systematic, directional molecular mapping between disease associations and altered function of CD4+ T cell subsets.

It might be anticipated that a Th17 or Th1 enrichment signature would be obscured by the broad inclusion of all transcripts within association signals, as clearly not all genes in associated regions contribute to disease pathogenesis. The presence of a clear Th17 and Th1 expression signature highlights the precise and significant enrichment provided by the composite information gleaned from GWAS across immune-mediated diseases. Furthermore, the commonly observed concordance of expression for genes closely linked in the genome also contributes to the enrichment signature observed. The close clustering of *IL23R* and *IL12RB2* (chr1p31) is consistent with this. This concordance of expression for closely linked genes also suggests, in some cases, a limitation in defining a single gene driving what are often complex, extended and multiple disease associations within a particular locus.

### Association, Expression and Functional Overlap between IL-23 and IL-12 Pathways

Within the *IL23R*-*IL12RB2* locus, several independent SNPs have been associated with multiple immune-mediated diseases. A protective missense mutation in *IL23R*, Arg381Gln, has been reported to be a loss-of-function allele [25], [26], indicating that increased IL-23 signaling increases immune-mediated disease risk. Multiple independent association signals are observed within the *IL23R* gene region and the intergenic region between *IL23R* and *IL12RB2*. While cis-acting eQTLs are present within *IL12RB2* [27], these eSNPs are not correlated with disease association signals. No eQTLs and allelic imbalance have been reported for *IL23R*. The absence of correlations between mRNA levels and single SNPs associated with disease could reflect more complex mappings between disease-associated polymorphisms and gene expression. One possibility is that haplotypes in the *IL23R*-*IL12RB2* gene region confer greater disease risk; consistent with this, GWAS-derived haplotypes provide superior predictive capacity for disease risk in Crohn’s disease compared to single-marker models [28] suggesting improved biologic modeling with haplotypes. Additional possibilities are that disease-associated polymorphisms may modulate gene expression only in specific biologic contexts (e.g. cellular activation), that the key alteration in gene expression may be post-transcriptional, or that disease-associated polymorphisms may modulate relative expression of alternative isoforms.

The abundance of an *IL23R* isoform terminating at exon 6, which would not encode the transmembrane domain, suggests that *IL23R* isoforms play a significant role in gene regulation. The abundance of sequence reads in consensus intron 6 indicates that transcripts terminating in an extended exon 6 are highly prevalent. A recent study reported an isoform lacking the exon 9, transmembrane domain (Δ9) [29]. This alternative isoform would encode for a soluble form of *IL23R*, and comprised approximately 10% of *IL23R* isoforms. However, this study performed mass spectrometry on amplified cDNA using primers from exons 2 and 11, and could therefore not identify the major isoform terminating in an extended exon 6. Whether the non-coding disease-associated polymorphisms in the *IL23R* gene region modulate the relative fraction of exon 6 terminating compared to full-length *IL23R* will be the subject of future studies; ongoing, large scale, fine-mapping association studies performed using Immunochip may provide important insight.

IL-12 and IL-23 play central, proliferative roles in Th1 (IFNγ-expressing) and Th17 (IL-17 expressing) cells, respectively. Expression patterns of *IL23R* and *IL12RB2* are similar across CD4+ T cell subsets, with both induced in Th17-enriched and Th1 subsets, relative to Th17-negative and CD4+ naïve cells, respectively. In fact, expression of *IL23R* is relatively higher in vitro differentiated Th1 compared to Th17-enriched subsets. In CD4+CD45Rb^HI^ *IL23R−/−* T cell transfer models, *IL23R−/−* T cells demonstrated normal Th1 differentiation. However, in the intestine CD4+CD45Rb^HI^ *IL23R−/−* T cells showed impaired proliferation, decreased accumulation, and reduced expression of IL-17+IFNγ+ cells [19]. Therefore, multiple factors regulate the downstream consequences to T cell subset outcomes in addition to the regulated expression of select proteins.

Importantly, Th17 cells demonstrate substantial plasticity after their initial commitment to the Th17 program [30], [31]; IL-12 can extinguish RORγt and IL17 expression in Th17 cells [15] through covalent histone modifications resulting in epigenetic silencing of the *IL17A*-*IL17F* and *RORC* genes and enhancement of *IFN*γ expression. In fact, using cell fate mapping in the experimental autoimmune encephalomyelitis (EAE) model, proinflammatory cytokines in the spinal cord were produced almost exclusively by “ex-Th17 cells” [32]. The specialized, sequential functions of the Th17 and Th1 pathways [33] in jointly mediating mucosal inflammation have yet to be fully defined. It is possible that the Th17 pathway plays an essential initiating and amplifying role in mucosal inflammation through its joint expression of the chemokine receptor, CCR6 [34], and its ligand, CCL20, which results in efficient transport of effector Th17 cells to mucosal sites. Consistent with this, demethylation of IL17A and CCL20 promoter CpG sites plays a key role in initial Th17 program commitment (Figure 4C–D). The presence of repressive H3K27me3 epigenetic marks throughout the CCR6 gene region in murine-derived Th1 cells [35] further supports the concept that a key feature of Th17 cells involves its efficient transport to mucosal sites. Teleologically, it has been proposed that the versatility of Th17 cells to adjust its effector program as needed allow them to respond most efficiently to early and late immune clearance requirements, as well as to a broad range of mucosal pathogens which ultimately might confer significant evolutionary benefit [30].

### Toward a Comprehensive Molecular Integration of Disease Association Signals and Differential Gene Expression

The enrichment of Th17-Th1 expression signatures for genes contained within immune-mediated genetic loci implies, but does not establish, a directionality of disease-associated polymorphisms on gene expression and function. A key next step in this regard is the performance of fine-mapping studies using large case-control cohorts to refine independent and dependent SNPs and haplotypes that account for observed association signals. RNASeq data provides a useful adjunct to eQTL mapping [36] by providing molecular mapping to variable gene expression. Alternative isoforms, post-transcriptional regulation and regulation in select biologic conditions likely also contribute to disease-associated regulation of gene expression. Integration of allele and haplotype-based variable gene expression with disease association results from large fine-mapping studies will provide an important foundation toward developing increasingly refined models of gene expression and disease networks.

## Materials and Methods

### Cell Preparation

This study has been approved by Yale University Institutional Review Boards. A written informed consent has been obtained from each individual healthy donor, and the consent procedure has also been approved by Yale University Institutional Boards. Peripheral blood mononuclear cells were isolated from 5 individual healthy donors with Ficoll separation. CD4+ T cells were enriched by negative selection (Miltenyi Biotech) and CD4+CD25-CD45RO+CCR6+CD161+, CD4+CD25-CD45RO+CCR6-CD161- and CD4+CD25-CD45RO-CD62L+ naïve T cells were sorted by FACS Aria (BD Bioscience). For Th1 differentiation, naive T cells were activated with plate-bound anti-CD3 mAb (10µg/ml) and soluble anti-CD28 mAb (1.0 µg/ml) in serum-free media supplemented with recombinant IL-12 (5 ng/ml) and anti-IL-4 (10 µg/ml) for 7 days. Sorted CD4^+^ memory T cell subsets were activated with plate-bound anti-CD3 mAb and soluble anti-CD28 mAb, and supplemented with IL-23 (20 ng/ml) and IL-1β (10 ng/ml) for 7 days. Intracellular staining was performed by using the Cytofix/Cytoperm buffer set (BD Biosciences) according to the manufacturer’s instructions. Briefly, cells were incubated for 5 hours with PMA (50 ng/ml), ionomycin (500 ng/ml) and GolgiPlug (BD Biosciences, CA), then permeabilized with Cytofix/Cytoperm buffer and stained with FITC-conjugated anti-IFNγ (BD Biosciences) and APC-conjugated anti-IL-17 (eBioscience, CA).

### Total RNA Isolation, Microarray, Definition of Immune-mediated Gene Loci, Enrichment and Cluster Analysis

Total RNA was isolated from naïve CD4+ T cells, Th1, Th17-enriched and Th17-negative memory CD4+ T cells using the RNeasy Mini Kit (Qiagen) with DNase treatment. Naïve and Th1 cells were from 4 individuals. Th17-enriched and Th17-negative memory CD4+ T cells were from 5 individuals, and 4 of them are the same individuals as the Naïve and Th1 group. High quality (RIN >8.5) RNA was hybridized to the Affymetrix GeneChipR Human Gene 1.0 ST expression arrays for gene expression profiling. RMA normalization [37] of the intensity data was performed using the Partek Genomics Suite. All microarray data is MIAME compliant and the raw data has been deposited in GEO database. The GEO accession number is GSE 32901.

Immune-mediated disease loci were defined by the inclusion as a fine-mapping disease locus on the custom-designed Immunochip. Loci were included if genome-wide significant evidence for disease association was observed in at least one immune-mediated disease (Crohn^1^s disease, ulcerative colitis, celiac disease, psoriasis, type 1 diabetes mellitus, rheumatoid arthritis, multiple sclerosis, ankylosing spondylitis, systemic lupus erythematosus). All European ancestry 1000 Genomes SNPs within 0.1 cM of the peak association signals were included in the fine-mapping loci, and 1387 transcripts within the fine-mapping boundaries were included in the enrichment analyses. For each possible ordered pair of 2 cell types, (cell type 1, cell type 2), where cell type belongs to the set (naive, in vitro differentiated Th1, Th17-enriched and Th17-negative), we measure the degree of enrichment between a set of 1387 transcripts, chosen for to their proximity to immune-mediated disease associated loci, and the set of up-regulated transcripts in cell type 1 relative to cell type 2. Fisher’s exact test was used to estimate enrichment P-values using the following steps:

- Calculate the P-values for upregulation of cell type 1 relative to cell type 2 for 18,524 transcripts (that are common to both RNASeq and microarray).
- From this set of 18,524 transcripts, find a subset of transcripts, S, which are not related to autoimmune disease loci, with the property that the median gene expression of cell type 1 and cell type 2 for transcripts within this set, S, equals the median gene expression within the 1387 immune mediated disease transcripts. Next merge this set with the 1387 immune mediated disease transcripts to create a ‘background’ set of transcripts appropriate for the enrichment test.
- Construct a 2 x 2 table of counts which assigns each of the background transcripts to one of 4 cells depending on whether it is among the 5% most differentially expressed transcripts (according to P-value), and whether the transcript is within the 1387 autoimmune transcripts or not.
- Calculate the Fisher’s exact test P-value associated with the table constructed in (iii).

### Transcriptome Sequencing

RNA libraries were prepared according to the manufacturer’s recommended protocol (Illumina, CA). Total RNA samples of Naïve, in vitro differentiatedTh1, Th17-enriched and Th17-negative CD4+ T cells from 4 individual healthy controls were transcribed to cDNA. cDNA samples were then sheared by nebulization (35 psi, 6 min). Duplexes were blunt ended (large Klenow fragment, T4 polynucleotide kinase and T4 polymerase) and a single 3′adenosine moiety was added using Klenow exo^−^ and dATP. Illumina adapters, containing primer sites for flow cell surface annealing, amplification and sequencing, were ligated onto the repaired ends of the cDNA. Gel electrophoresis was used to select for DNA constructs 200–250 base pairs in size, which were subsequently amplified by 18 cycles of PCR with Phusion polymerase. These libraries were denatured with sodium hydroxide and diluted to 3.5 pM in hybridization buffer for loading onto a single lane of an Illumina GA flow cell. Cluster formation, primer hybridization and sequencing reactions were according to the manufacturer’s protocol. High throughput sequencing was performed using paired end, 75 base pair reads. Two flow lanes were used for each cDNA sample, yielding an average of 103.3 million reads per sample.

### RNASeq Mapping, Estimates of Differential Expression and Isoform Abundance

Tophat v1.3.3 [38] was used to align the RNAseq reads to the hg19 genome. RNASeq gene expression was measured for each gene from version 59 of the Ensembl database by Mapped Fragments per Kilobase of Exon model per Million mapped reads (FPKM) calculated via Cufflinks v1.2.1. The Affymetrix annotation for the Human HuGene 1.0 array was downloaded and used to annotate the microarray probes. Subsequently, microarray intensity was calculated as the RMA-normalized log intensity for a single chosen probe in a given gene region. Microarray intensity and FPKM were matched on common gene name for 18,524 genes, and plotted against each other (Figure S1).

We used the program Cuffdiff to test for differential transcript expression in each pair of cell lines. When samples were paired, it was necessary to analyze each sample individually in Cufflinks before combining the resulting P-values using the Fisher method to get a single P-value for differential expression for each gene. We made an exception to this rule for genes where the estimated log fold changes for the 4 samples did not all have the same sign. These genes were assigned a P-value of 1. P-values for differential expression from the microarray data were calculated via paired t-tests. The QQ plot (Figure 2) was created by plotting the observed ordered negative log_10_ P-values for the RNASeq (or microarray) data against the ordered negative log_10_ P-values that would be expected if no genes were differentially expressed.

### Quantitative Methylation Studies

Quantitative DNA methylation analysis was performed at the Keck Core Facility at Yale University using the MassARRAY EpiTYPER system (Sequenom, CA) according to the manufacturer’s instructions. Genomic DNA samples were bisulfite treated to convert non-methylated cytosine into uracil using the EZ DNA methylation kit (Zymo Research, CA), followed by PCR amplification using T7-promotor tagged reverse primers. After shrimp alkaline phosphatase treatment, in vitro transcription was performed, and the generated transcript was subjected to an enzymatic base specific cleavage. The resulting fragments differ in size and mass depending on the sequence changes generated through bisulfite treatment. The fragment masses were determined by MALDI-TOF MS and the EpiTYPER software used to estimate percentages of methylation at CpG sites for each analyzed fragment.

### 3′ Rapid Amplification of cDNA Ends (3′ RACE)

3′ Race was performed with FirstChoice RLM-RACE Kit (Ambio by Applied Biosystem, CA) according to manufacturer’s protocol. 3′ Race outer and inner primers were designed from Exon 6 with Primer3 Plus, the first and nested PCR were done using an annealing temperature of 60°C. The highly expressed fragments after nested PCR were purified with QIAquick Gel Extraction Kit (Qiagen, CA), and then Sanger sequenced by using ABI 3730XL DNA Analyzer and sequence scanner v1.0 from ABI.

## Supporting Information

Figure S1 **RNASeq gene expression, measure by log2 FPKM, is highly** **correlated with microarray gene expression measured by log2 normalized intensity.** (Pearson correlation ranging from 0.83 to 0.85 in naïve, in vitro differentiated Th1, Th17-negative, and Th17-enriched CD4+ T cell subsets.
(TIFF) Click here for additional data file.

Figure S2 **A. Hierarchical clustering, based on normalized microarray intensity, was performed for a set of 147 transcripts.** The transcripts were selected to show at least a 1.5 fold up-regulation, and a P-value for differential expression less than 0.05 in the Th17-enriched cell subset compared to the Th17-negative cell subset. A total of 25 transcripts, associated with various autoimmune diseases, are designated with asterisks (*) on the right hand side of the heatmap. B. Disease-associated transcripts demonstrating increased expression in both Th17-enriched and Th1 cells: IL1R2, interleukin 1 receptor 2; PFKFB3, 6-phophofructo-2-kinase/fructose-2,6-biphosphatase 3; IL18RAP, interleukin 18 receptor accessory protein; IL18R1, interleukin 18 receptor 1; IL12RB2, interleukin 12 receptor, beta2; IL23R, interleukin 23 receptor; ITGAX, integrin, alpha X (complement 3 receptor 4 subunit); VDR, vitamin D (1, 25-dihydroxyvitamin D3) receptor; SMOX, spermine oxidase; ATP6V0A1, ATPase, H+ transporting, lysosomal V0 subunit. C. Disease-associated transcripts demonstrating increased expression solely in Th17-enriched cells: KLRB1, killer cell lectin-like receptor subfamily B, member 1; IL17F, interleukin 17, F isoform; CCR6, chemokine (C-C motif) receptor 6; CAMTA1, calmodulin binding transcription activator 1; IL1R1, interleukin 1 receptor 1.
(TIFF) Click here for additional data file.

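IL23R rose by 5.76 on the log2 scale in Th1 over naïve cells (SE 0.18, adjusted p = 4.2e-08 from limma, n = 4 donors), and IL12RB2 by 6.64 (SE 0.09, adjusted p = 5.6e-09). VDR, the vitamin D receptor, rose by 0.91 in Th17-enriched over Th17-negative cells (SE 0.09, n = 5 donors) and by 3.65 in Th1 over naïve cells. IL18RAP, an IL-18 receptor chain, rose by 1.04 and 3.6, ITGAX, an integrin chain, by 1.08 and 2.48, and SMOX, an oxidase of spermine, by 0.79 and 2.20. IL18R1 rose by 0.69 and 2.87, the glycolytic regulator PFKFB3 by 0.73 and 1.57, and ATP6V0A1, a proton pump subunit, by 0.74 and 1.14. IL1R2, a decoy receptor for IL-1, rose by 0.80 in Th1 cells and had a difference of 0.64 between the memory subsets (SE 0.16, adjusted p = 0.054), which did not pass the test, though it did with all 18 arrays in one fit (0.041), after quantile normalization (0.038), without replicate 3 (0.018) and with the array spread as a covariate (0.021). Of these 10 genes 9 were therefore higher in Th17-enriched cells (10 when adjusted over the list alone; camera adjusted p = 4.0e-25, and 0.026 with an estimated correlation) and all 10 in Th1 cells, also when adjusted over the list alone (camera adjusted p = 1.9e-08; adjusted p = 0.14 with an estimated correlation). The study chose them on these samples, so the counts are not independent evidence. With no replicate block, IL23R was still called in the memory comparison, while the adjusted p was 0.070 for SMOX, 0.086 for ATP6V0A1, 0.11 for VDR, 0.11 for PFKFB3, 0.15 for ITGAX, 0.28 for IL18RAP, 0.33 for IL12RB2 and 0.36 for IL18R1. Without replicates 1 and 3 that of IL18R1 was 0.055 and 0.077, and with all 18 arrays in one fit 0.094. With the array spread as a covariate, the adjusted p in Th1 over naïve cells ranged from 0.064 for IL18RAP, through 0.14 for PFKFB3, 0.16 for IL18R1, 0.34 for ITGAX and 0.40 for IL1R2, to 0.64 for ATP6V0A1. Over all genes, 119 were called higher in both comparisons, 53.4% of the 223 higher in Th17-enriched cells, where 56.4 genes would be shared if the calls were independent. Other pairings also stood above that number: of the 266 genes lower in Th17-enriched cells, 106 were higher in Th1 cells (67.2 if independent) and 89 lower (68.2), while 57 genes were higher in Th17-enriched and lower in Th1 cells (57.2). The overlap was 22 with no replicate block, and 73, 68, 64 and 75 without replicates 1, 2, 3 and 4. Those fits called fewer genes higher in each comparison. The number shared if independent was computed for the main fit only, so their overlaps cannot be set against 56.4.

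**Figure D3:**
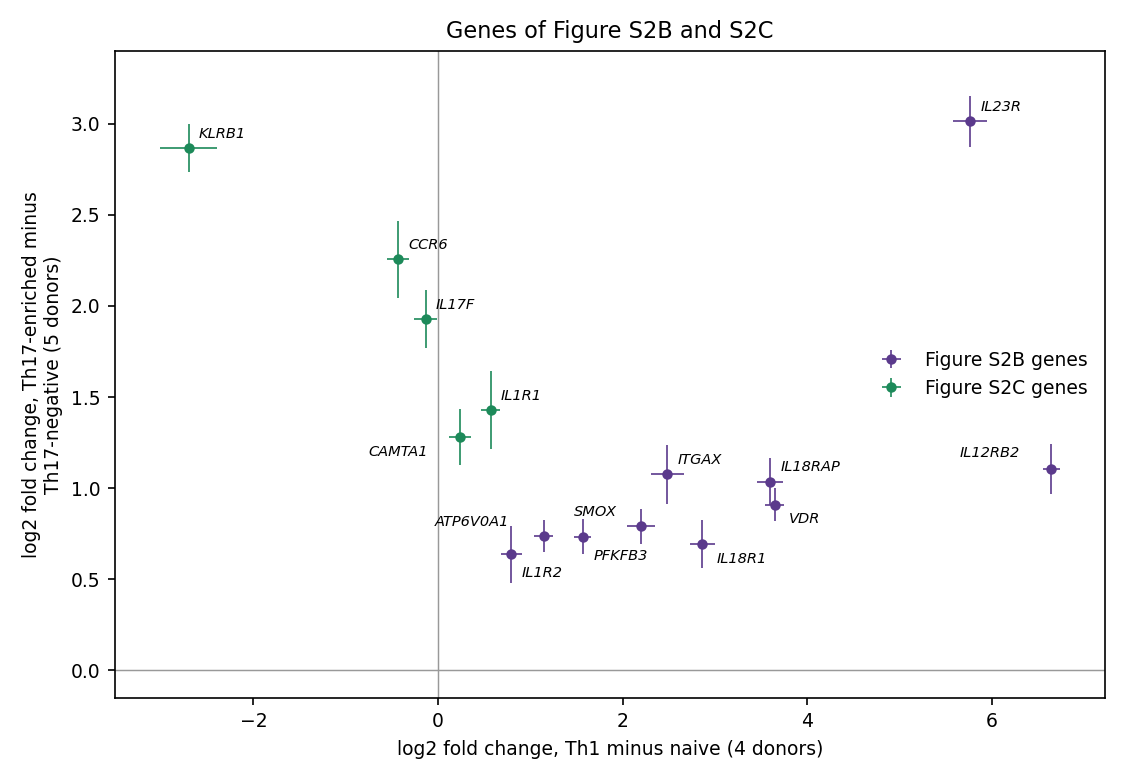
Log2 difference of Th1 minus naïve cells (x axis) against that of Th17-enriched minus Th17-negative cells (y axis) for the genes of Figure S2B and S2C; points are limma estimates and bars their standard errors (n = 4 and 5 donors). The genes of Figure S2B lie above 0 on both axes, and KLRB1 and CCR6 of Figure S2C lie above 0 on the y axis and below 0 on the x axis.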

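KLRB1 rose by 2.87 on the log2 scale in Th17-enriched over Th17-negative cells (SE 0.13, adjusted p = 3.1e-07 from limma, n = 5 donors) and fell by 2.70 in Th1 below naïve cells (SE 0.31, adjusted p = 9.2e-05, n = 4 donors). It lies on chromosome 12 from 9747146 to 9760482 (hg19). CCR6 rose by 2.25 in Th17-enriched cells (SE 0.21, adjusted p = 8.1e-05), which were sorted on it, and fell by 0.43 in Th1 cells (adjusted p = 0.015). The fall of CCR6 in Th1 cells was not called with all 18 arrays in one fit (adjusted p = 0.15), after quantile normalization (0.052) or median centring (0.057), without replicate 2 (0.050) or with the array spread as a covariate (0.52). IL17F, a cytokine close to IL17A, rose by 1.93 in Th17-enriched cells (SE 0.16, adjusted p = 3.3e-05). In Th1 cells its log2 difference was -0.13 (adjusted p = 0.41). Without replicate 2 that log2 difference was 0.00491 (adjusted p = 0.98). CAMTA1, a calmodulin-binding transcription activator, rose by 1.28 in Th17-enriched cells (SE 0.15, adjusted p = 0.00057) and had a difference of 0.24 in Th1 cells (adjusted p = 0.13), which passed after quantile normalization (0.038) and median centring (0.040). IL1R1, the signalling receptor for IL-1, rose by 1.43 in Th17-enriched cells (SE 0.21, adjusted p = 0.0030) and by 0.57 in Th1 cells (SE 0.10, adjusted p = 0.0017), where the adjusted p was 0.11 with all arrays in one fit and 0.29 with the array spread as a covariate. All 5 genes were called higher in Th17-enriched cells, also when adjusted over the list alone (camera adjusted p = 1.4e-17, and 0.031 with an estimated correlation), and in Th1 cells 1 was higher and 2 were lower, also when adjusted over the list alone (camera adjusted p = 0.80). The study chose these genes on the same samples, so they are not independent evidence.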

Figure S3 **A. Vista genome browser view showing conservation scores near the** ***IL23R*** **promoter.** In the *IL23R* promoter sequences, italicized red CpGs were included in the methylation analysis and SNPs are shown in blue. B. Fractions of methylation at conserved CpG promoter sites estimated by mass spectrometry (N = 5) for *IL22*, *RORC*, *IL7R*, *IL18RAP and IL17F* promoters. A paired t-test were used to test for differential methylation for the comparisons: naïve vs. Th1 and Th17-negative vs. Th17-enriched; *P<0.05, **P<0.01, ***P<0.001.
(TIFF) Click here for additional data file.

Figure S4 **Confirmation of sequence contiguity for** ***IL23R*** **isoforms terminating in the extended exon 6 region.** The reverse primer (5′ GGGTTGAAAAGCAAATTATTGGTAACTA - 3′) was designed from the extended exon 6 region, with forward primers designed from exons 1 through 6. The forward primers were: Exon 1, 5′ - GGTCAAGCGATCACTGAACTTAGA -3′; Exon 2, 5′ - CCTTTACATACTCTTCAGCTGGTGTC -3′; Exon 3, 5′ - TATTGCCAAGCAGCAATTAAGAAC -3′; Exon 4, 5′ - AGAAGAGCAACATGATCTCACCTCAA -3′; Exon 5, 5′ - CAAGGCTACAACAAACCAAACTT -3′; Exon 6, 5′ - CAAGGCTACAACAAACCAAACTT - 3″.
(TIFF) Click here for additional data file.

Table S1 Known GWAS disease associations within upregulated transcripts in Th17-enriched cells compared to Th17-negative CD4+ T cells according to RNASeq.
(XLS) Click here for additional data file.

Table S2 Known GWAS disease associations within upregulated transcripts in Th17-enriched cells compared to Th17-negative CD4+ T cells according to Microarray.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

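Gene expression was measured on Affymetrix Human Gene 1.0 ST arrays in naïve CD4+ T cells (4 arrays), Th1 cells differentiated in vitro from them (4 arrays), and Th17-enriched and Th17-negative memory CD4+ T cells (5 arrays each). Donors 1 to 4 gave all 4 subsets and donor 5 the memory subsets only. The methods state 7 days on plate-bound anti-CD3 and soluble anti-CD28, at 10 µg/ml and 1 µg/ml with IL-12 at 5 ng/ml and anti-IL-4 at 10 µg/ml for Th1 cells, and at concentrations not given with IL-23 at 20 ng/ml and IL-1β at 10 ng/ml for memory cells. The sample labels name anti-IFN-γ in place of anti-IL-4 for Th1 cells; the methods were followed. The authors normalized the arrays by RMA in Partek, whose version the text does not name, and the deposited values are log2 intensities, from 2.53 to 14.7. They were used unchanged. The RNASeq, methylation and flow cytometry data were not analysed here.

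The matrix held 33297 probes on 18 arrays. A gene was listed for 21214 probes, of which 19460 had 1 gene symbol and 1754 had several; 12083 had none listed. Probes with several or no symbols were left out because their signal cannot be given to 1 gene. Entrez identifiers matched 19429 probes and changed 0 symbols. For the 769 genes with over 1 probe, the probe with the highest mean over the 18 arrays was kept, which gave 18417 genes. No filter on dim probes was applied. The largest correlation between any 2 arrays was 0.994, so no array was a copy of another. Gene coordinates are as printed in the paper's Tables S1 and S2, which name no build; the methods give hg19 for the RNA-seq alignment, and all 246 genes in both tables have the same coordinates in each, so they are given as hg19.

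Each comparison was fitted on its own 2 subsets with limma 3.58.1 in R 4.3.3, with the donor as a block, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold. The comparisons were Th17-enriched against Th17-negative (5 pairs), and Th1 against naïve, each memory subset against naïve and each memory subset against Th1 (4 pairs each). The pairing comes from the donor numbers in the labels and from the methods, which compare subsets of the same individuals. It was checked on deviations from subset means: the correlation between the arrays of a donor ran from 0.427 to 0.689 in Th17-enriched against Th17-negative cells, from 0.0785 to 0.655 in Th1 against naïve cells, and from -0.268 to 0.386 and -0.417 to 0.563 for Th17-enriched and Th17-negative against naïve cells. Against Th1 cells it ran from -0.201 to 0.439 for Th17-enriched and from -0.355 to 0.614 for Th17-negative cells. With no replicate block, 53 genes were higher and 53 lower in Th17-enriched than in Th17-negative cells. The methods' paired t-test was used for the rule of Figure S2, for Figure 2 and for Table S2.

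The analysis was tested on simulated data with 200 changed genes, 50 at each of 4 sizes. With the design of Th17-enriched against Th17-negative cells, 30, 46, 49 and 49 of 50 were recovered at log2 changes of 0.585, 1, 1.585 and 2, with 11 false calls. With the design of Th1 against naïve cells, 20, 42, 46 and 50 were recovered, with 3 false calls.

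Before the data were examined, 29 gene lists with 378 genes were fixed, of which 340 genes were measured. They were Th17, Th1, Th2, regulatory T cell, naïve and central memory, cell cycle, glycolysis, cholesterol synthesis, interferon-stimulated, cytotoxic, chemokine receptor, secreted cytokine, IL-12 and IL-23 pathway, IL-1 and IL-18 receptor family, inhibitory receptor, MHC class II, and ATF4 and amino acid genes; candidates at immune-mediated disease loci; the genes of Figure S2B and S2C; and markers of B cells, monocytes, NK cells, CD8 T cells, gamma-delta T cells, MAIT and iNKT cells, platelets and erythroid cells, with pan T cell genes. Camera with a preset correlation of 0.01 tested 27 of them, with Benjamini-Hochberg adjustment over the lists within a comparison. The gamma-delta list had no measured gene and the CD8 list had 2, too few for the test. The disease candidates were written from general knowledge of the literature and stand in for the study's list of disease transcripts, which was not used here, so the enrichments of Table 1 were not recomputed.

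Genes to name came from a pool set by a rule before the data were examined: the 10 genes with the largest fold each way in Th17-enriched against Th17-negative and in Th1 against naïve cells, and the 5 largest each way in the other comparisons, among called genes that moved the same way in every pair; every gene the paper's text names that has a probe; and up to 4 members of each list described. Uncharacterized loci, small RNAs, receptor segments and sex-linked genes named in the rule were passed over. Not every gene of the pool is named in the text, and which to leave out was chosen after their values were seen; XCL1, AOAH and CRLF2, among the 10 largest falls in the memory comparison, are not described. Some values of these genes in the paper's tables and figures had been seen when the rule was set.

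The alternatives set in advance were no replicate block, all 18 arrays in one fit, the methods' paired t-test with adjustment, a filter on probes below the 40th percentile of mean log2 intensity (6.94, which kept 11050 genes), quantile normalization, median centring, the mean of a gene's probes, every probe on its own, a 1.5-fold minimum, a trended and robust variance prior, and leaving out each donor in turn. For lists they were an estimated correlation, fry and the filter on dim probes; for clustering, 500 or 5000 genes in place of 1000; and for the group means and the rule of Figure S2, the 4 shared donors. A fit with the array spread as a covariate was added after the arrays were seen to differ in spread, and the 4 shared donors for Figure 2 and Table S2 and the counts of interferon-stimulated genes without replicate 4 were added after the data were seen. In the memory subsets against naïve or Th1 cells, the fit with no replicate block also took in the memory array of donor 5.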

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

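The donor, Th1-gene, array-correlation and monocyte tests were chosen only after the results they concern had been seen.

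A single component held 48.6% of the variance among arrays of the same subset, against 9.26% for the next. Its score followed the SD of each array's log2 values, which ran from 1.77 to 2.02 over the 18 arrays, which share 5 donors (over deviations from the subset means, Pearson r 0.98 and Spearman rho 0.97, each with a two-sided permutation p = 1e-05, the smallest that 100000 resamples can give; r 0.97 without the 2 arrays farthest from the median SD; 1 relation computed). The memory arrays of a donor shared a sign of the score, so the 18 arrays are not independent and the permutation p may be too small. After quantile normalization, which gives all arrays one distribution, the component still held 42.5%. This argues against the spread of the values alone as its whole source. Only 2 of the 4 shared donors had scores of the same sign in their naïve and Th1 arrays as in their memory arrays. This argues against the donor as the component's whole source. An unrecorded handling batch may remain, since the naïve and Th1 arrays of a donor shared a sign, as did the memory arrays of a donor; no batch is given in the labels, and no other biological explanation was tested.

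Interferon-stimulated genes were low in the Th1 array of replicate 4, where 20 of 23 lay below the mean of the other 3 Th1 arrays, 14 of them by over 1 on the log2 scale, with a median of -1.14. IFI44L had -3.46, IFI44 -2.53 and USP18 -2.31. GBP5, GBP4 and GBP2 went the other way, at 0.78, 0.81 and 0.28. The median was -1.10 after quantile normalization, which argues against array spread, and the array's lowest correlation with another Th1 array exceeded its highest with any other subset by 0.214, which argues against a wrong label from another subset measured here. The Th1 genes of that array had a median of -0.42, a value between the bounds set for the test, so less complete Th1 differentiation cannot be told apart from a difference in interferon signalling. No other biological explanation was tested.

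LYZ ranged over 4.45 on the log2 scale among the 4 naïve arrays, from 6.18 to 10.6. The median difference of the other 7 measured monocyte markers between the arrays with the highest and lowest LYZ was 0.405. VCAN had 0.73, S100A8 0.72, CSF1R 0.66, FCN1 0.41, CD14 0.24 and S100A9 0.14, while CD163 had -0.16. S100A8, VCAN, CSF1R and CD163 stayed at 6.89 or less in all naïve arrays, below the array medians of 7.01 to 7.14. A dim probe cannot tell low expression from none, and a single pair of arrays was compared. This test therefore cannot decide whether monocytes were left by the CD4+ sort. The range was 4.57 after quantile normalization, which argues against array spread. A donor difference in LYZ itself stays open and was not tested.

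Of 144 groups of arrays examined for a value far from the others, 2 had one, where chance marks about 1 in 20 groups, or 7.2. The median log2 difference of inhibitory receptors between Th1 and naïve cells was 0.48 in replicate 4 and 1.43 to 1.56 in the other replicates. The median log2 value of the Th1 array of replicate 2 was 7.06, where the other Th1 arrays had 6.91 to 6.94.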

How the results depend on the processing

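The fit with the array spread as a covariate, the 4 shared donors for Figure 2 and the counts of interferon-stimulated genes against Th1 without replicate 4 were chosen after the data were seen; the other alternatives were set in advance. Of 7514 values of named genes under an alternative, 6748 kept their direction and side of the threshold, 725 were weaker, 23 stronger and 18 reversed; of 450 for lists, 301 kept both, 116 were weaker, 19 stronger and 14 reversed. Of 175 counts and summaries 132 were marked as unchanged, for counts within 1.5 times or the replicate spread, and all 8 group means were. The r with the folds of Table S1 went from 0.589 to 0.559 and was marked as moved. A change under 1.5 times could therefore be marked for that summary. Among the counts, no replicate block moved those of Th17-enriched against Th17-negative cells and the overlap with Th1 and no other.

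Genes higher in Th17-enriched than in Th17-negative cells (223) numbered 53 with no replicate block, 131 with all 18 arrays in one fit, 0 by the methods' paired t-test, 126 with a 1.5-fold minimum and 127 to 273 with 1 donor left out. Genes lower (266) numbered 53, 158, 0, 156 and 148 to 230, and 175 after median centring. The overlap with Th1 over naïve (119) was 22, 61, 0, 55 and 64 to 143. The number shared if the calls were independent was not computed for these alternatives. In Th1 against naïve cells a fold minimum gave 3031 higher and 2210 lower, and the array spread as a covariate 380 and 246. The paired t-test gave 1808 and 1205 genes for Th17-enriched and Th17-negative against naïve cells, and 382 and 285 against Th1, where a fold minimum gave 2985 and 3379. Over the 4 shared donors the bins of Figure 2D held 86 genes from 2.5 to 3 (149 over 5 donors), 1 from 4 to 5 (9) and 1 from 5 to 6 (0). By construction the fold minimum can only remove calls and a left-out donor leaves fewer pairs; the cause was not tested for the other changes. With an estimated correlation 3 lists passed in Th17-enriched against Th17-negative cells and 0 in each other comparison. Lists with an estimate under 0.01 were among those lost, so correlation alone does not account for every loss. Among the 3, the lists of Figure S2B and S2C hold genes the study chose on these samples for that difference. Their passing is therefore not independent evidence. The Th17 list shares IL23R and KLRB1 with them, so its passing is not wholly independent either. The method fry passed 9 lists in Th17-enriched against Th17-negative cells and 19, 19, 17, 14 and 14 in the others. The main analysis passed 14, 15, 18, 17, 15 and 13. The r with Table S1 was 0.559 with the filter on dim probes, and 4 subsets had their own cluster over 500 genes.

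Some lists took the other direction, with these adjusted p. Under fry: interferon-stimulated genes in Th17-enriched against Th17-negative (0.840), B cell markers in Th1 against naïve (0.525), erythroid markers and pan T cell genes in Th17-negative against naïve (0.926 and 0.812), inhibitory receptors in Th17-enriched (0.420) and Th17-negative (0.395) against Th1, and Th17 genes in Th17-negative against Th1 (0.369). With the filter on dim probes: interferon-stimulated genes (0.711), chemokine receptors (0.331), inhibitory receptors (0.792) and MAIT and iNKT markers (0.649) in Th17-enriched against Th17-negative, Th2 and naïve and central memory genes in Th17-enriched against Th1 (0.831 each), and Th17 genes in Th17-negative against Th1 (0.766).

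With 1 donor left out, log2 differences that changed sign ran from -0.23 to 0.087 for JAK2 in Th17-enriched against Th17-negative cells, from -0.26 to 0.00491 for IL17F and -0.073 to 0.073 for IL12B in Th1 against naïve cells, and from -0.011 to 0.11 for STAT3 in Th17-enriched against naïve cells. In Th17-negative against naïve cells they ran from -0.11 to 0.18 for IL17F, -0.15 to 0.11 for ATP6V0A1 and -0.14 to 0.13 for CAMTA1; none of these passed the test in any of them. IL17F in Th17-negative against naïve cells was -0.042 with no replicate block and the Th17-negative array of donor 5 added, 2 changes that were not separated. With the array spread as a covariate, log2 differences in Th1 against naïve cells became 0.76 for IL17A, -0.25 for IL1RL1, 0.053 for CD79A, 0.24 for FCN1, 0.34 for CSF1R, 0.81 for ZBTB16, -0.82 for SLC4A10 and 0.073 for GP9. That covariate largely followed the subset within donors, so these changes cannot be credited to array spread. The cause was not tested. Signal over background limits all of these results: a dim probe on these arrays cannot tell low expression from none, and the deposited values carry no detection call.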

Differences from the paper's values

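No test reported in this part was chosen after its result was seen, apart from the array spread as a covariate and, over 4 donors, the count of Figure 2D and the match with Table S2, all added after the data were seen. The bars of Figure 2D show about 92 genes, read by eye, with a -log10 p between 2.5 and 3 for Th17-enriched against Th17-negative cells as the paper's value, and the methods' paired t-test over 5 donors gave 149. Over the 4 donors shared by all subsets it gave 86, which does not differ from the paper's. Between 4 and 5, Figure 2D shows about 0 genes, read by eye, as the paper's value; 9 were found over 5 donors, which differs from it, and 1 over the 4 shared donors, which cannot be told from 0 by eye. No alternative set before the data were examined was run for these bins, and the paper's text gives 5 samples for the arrays.

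The paper's text gives 5 array samples, while the folds and p values of its Table S2 were matched over 4 donors for 831 of 834 genes and over 5 donors for 0. The legend of Figure 4E names 4 individuals, while the means it plots are closest to those over all 5 memory donors, IL17A in Th17-enriched cells being about 8.7 in Figure 4E, read by eye, with 8.7 over 5 donors and 8.95 over 4.

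The legend of Figure S2C places IL1R1 among transcripts raised in Th17-enriched cells alone. IL1R1 was also higher in Th1 than in naïve cells, by 0.57 on the log2 scale (adjusted p = 0.0017 from limma), while KLRB1, CCR6, IL17F and CAMTA1 of the same panel were not. With all 18 arrays in one fit (adjusted p = 0.11) and with the array spread as a covariate, chosen after the data were seen (0.29), IL1R1 was not called in Th1 cells, and a fold minimum of 1.5 left it out. CAMTA1 was called higher in Th1 cells after quantile normalization (adjusted p = 0.038) and median centring (0.040).

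The legend of Figure S2B places IL1R2 among transcripts raised in Th17-enriched cells, where its log2 difference of 0.64 had an adjusted p of 0.054; the other 9 genes of that panel were called. The paper's rule is an unadjusted p under 0.05 by paired t-test with at least a 1.5-fold difference; by that test IL1R2 had an unadjusted p of 0.051 and a 1.56-fold difference over 5 donors, and 9 of the 10 genes had a p under 0.05. Its mean log2 difference over the 4 shared donors was 0.579, which is below 1.5-fold. IL1R2 was called with all 18 arrays in one fit (0.041), after quantile normalization (0.038), without replicate 3 (0.018) and with the array spread as a covariate, chosen after the data were seen (0.021).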

Other observations

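Only the array spread as a covariate and the counts of interferon-stimulated genes without replicate 4 were chosen after the data were seen; the other tests in this part were set before. Genes of Th2 cells were lower in Th17-enriched than in Th17-negative cells, 7 of 10 and none higher (8 and 0 when adjusted over the list alone; camera adjusted p = 1.6e-14; adjusted p = 0.099 with an estimated correlation). IL17RB, a receptor for IL-25, fell by 2.16 on the log2 scale (SE 0.31, adjusted p = 0.0024 from limma, n = 5 donors), the chemokine receptor CCR8 by 2.12 (SE 0.18, adjusted p = 3.3e-05), and the prostaglandin D synthase HPGDS by 1.42 (SE 0.16, adjusted p = 0.00032). IL13 fell by 1.23, with an adjusted p of 0.0077, or 0.078 with no replicate block and 0.059 without replicate 3. The ectoenzymes ENPP1 and ENPP3 fell by 2.03 and 1.84, SEMA5A, a semaphorin, by 1.93, and PTGER2, a prostaglandin E receptor, by 1.73, each in all 5 donors.

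Of 16 cytotoxic genes 5 were lower in Th17-enriched cells and none was higher (9 and 0 when adjusted over the list alone; camera adjusted p = 1.1e-07; adjusted p = 0.19 with an estimated correlation). They were GZMK (-1.17 on the log2 scale), FGFBP2 (-1.12), NKG7 (-1.0), GZMH (-0.80) and CST7 (-0.45). With no replicate block their adjusted p was 0.67, 0.67, 0.35, 0.45 and 0.71, and without replicate 3 it was 0.053, 0.062, 0.17, 0.11 and 0.073. Without replicate 4 the adjusted p was 0.074 for NKG7, 0.067 for GZMH and 0.076 for CST7, and without replicate 5 it was 0.076 for NKG7. With all 18 arrays in one fit it was 0.16 for GZMK, 0.062 for FGFBP2 and 0.079 for CST7, with a trended, robust variance prior 0.093 for GZMK, 0.12 for NKG7 and 0.055 for GZMH, and after median centring 0.075 for NKG7 and 0.089 for GZMH, a call also lost after quantile normalization. EOMES, a transcription factor of cytotoxic cells, fell by 1.57 (adjusted p = 0.00097, or 0.087 with no replicate block). Of 19 Th1 genes CXCR6, IL12RB2, IL18RAP, IL18R1 and IL12RB1 were higher and EOMES and CXCR3 were lower (7 and 2 when adjusted over the list alone; camera adjusted p = 0.00043; adjusted p = 0.26 with an estimated correlation).

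Regulatory T cell genes had CCR8, IKZF2 and TIGIT lower and none higher of 12 (5 and 2 when adjusted over the list alone; camera adjusted p = 0.016; adjusted p = 0.49 with an estimated correlation). TIGIT, an inhibitory receptor, fell by 0.86 (SE 0.10, adjusted p = 0.00045), and was the 1 lower of 9 inhibitory receptors, with none higher (3 and 3 when adjusted over the list alone; camera adjusted p = 0.55). Of 18 naïve and central memory genes IL7R and SATB1 were higher and PECAM1, MAL and NELL2 were lower (2 and 8 when adjusted over the list alone; camera adjusted p = 0.0046; adjusted p = 0.45 with an estimated correlation). Of 16 chemokine receptors CCR6, CCR2 and CXCR6 were higher and CCR8 and CXCR3 were lower (4 and 4 when adjusted over the list alone; camera adjusted p = 0.87), with a median log2 difference of -0.04 and a mean of 0.05. Of 27 secreted cytokines IL22, IL26, IL17A, IL17F and TNFSF13B were higher and IL13, IL5 and IL4 were lower (6 and 7 when adjusted over the list alone; camera adjusted p = 0.84), with a median of -0.14 and a mean of 0.23. With no replicate block the adjusted p was 0.11 for IKZF2, 0.30 for NELL2, 0.080 for CCR2, 0.079 for CXCR6, 0.28 for TNFSF13B, 0.23 for IL5 and 0.24 for IL4. Without replicates 1, 2, 3 and 4 it was 0.14, 0.054, 0.22 and 0.10 for IKZF2, and 0.062, 0.088, 0.12 and 0.079 for IL4; for IL5 it was 0.052 and 0.077 without replicates 1 and 3. Calls were also lost after quantile normalization for IKZF2 (0.083) and IL5, after median centring for IKZF2 (0.089), with a trended, robust variance prior for IKZF2 (0.12) and PECAM1 (0.053), with all 18 arrays in one fit for IL4 (0.069), and with the array spread as a covariate for IKZF2 (0.11). Among the Th1 and naïve or central memory genes, those of IL12RB2, IL18RAP, IL18R1, IL12RB1 and IL7R were lost with no replicate block. CST7, CXCR3, SATB1, TNFSF13B, IL4 and IL5 were named after their values were seen.

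Cell cycle genes had 1 lower in Th17-enriched cells, MCM5, and none higher of 30 (5 and 0 when adjusted over the list alone; camera adjusted p = 4.2e-09; adjusted p = 0.46 with an estimated correlation). Glycolysis genes had PFKFB3 higher of 19, also when adjusted over the list alone (camera adjusted p = 3.6e-06; adjusted p = 0.14 with an estimated correlation). ATF4 and amino acid genes had VLDLR higher of 20 (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.23), and interferon-stimulated genes had GBP5 higher of 23 (3 and 1 when adjusted over the list alone; camera adjusted p = 0.94). Without the block the adjusted p was 0.40 for MCM5, 0.11 for PFKFB3, 0.16 for VLDLR and 0.11 for GBP5. That of MCM5 was 0.11, 0.15, 0.17 and 0.13 without replicates 1, 3, 4 and 5, 0.11 with all 18 arrays in one fit and 0.13 after median centring, and that of VLDLR 0.051 and 0.059 without replicates 1 and 2. Of 17 cholesterol synthesis genes limma called 0, also when adjusted over the list alone (camera adjusted p = 0.84); limma gave 2 and the methods' paired t-test 1 an unadjusted p under 0.05.

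MHC class II genes were higher than in naïve cells in both memory subsets, all 8 in each, also when adjusted over the list alone (camera adjusted p = 3.5e-07 in Th17-enriched and 2.5e-08 in Th17-negative cells; adjusted p = 0.10 and 0.16 with an estimated correlation). CIITA, their transactivator, gained 2.30 and 2.28. HLA-DQA1 and HLA-DQB1 gained 1.85 and 1.89 in Th17-enriched cells, with adjusted p of 0.053 and 0.060 with no replicate block and the Th17-enriched array of donor 5 added, 2 changes that were not separated. Between the memory subsets limma called 0 of 8, also when adjusted over the list alone (median -0.31; camera adjusted p = 0.00029; adjusted p = 0.31 with an estimated correlation), and gave 4 an unadjusted p under 0.05, where the methods' paired t-test gave 0. Interferon-stimulated genes were lower than in Th1 cells in both memory subsets, 17 of 23 in Th17-enriched cells with 3 higher (17 and 3 when adjusted over the list alone; camera adjusted p = 6.8e-05; adjusted p = 0.51 with an estimated correlation), IFI44L having -5.2. The Th1 array of replicate 4 was itself low on 20 of the 23, IFI44L by 3.46; without replicate 4 the counts were 18 lower and 3 higher, and IFI44L had -6.16. In Th17-negative cells 16 were lower and 2 higher (17 and 2 when adjusted over the list alone; camera adjusted p = 6.6e-06; adjusted p = 0.44 with an estimated correlation), or 17 and 2 without replicate 4. The 3 higher in Th17-enriched cells were GBP5, GBP2 and GBP4, the last 2 named after their values were seen.

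SLC4A10, a transporter listed as a marker of MAIT cells, which carry CD161, was higher in Th17-enriched cells by 1.76 (SE 0.13, adjusted p = 1.5e-05) and was the 1 called of 4 MAIT and iNKT markers (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.20). MS4A1 was the 1 lower of 7 B cell markers (2 when adjusted over the list alone; camera adjusted p = 0.36; median 0.01, mean -0.11), and LYZ the 1 lower of 8 monocyte markers, also when adjusted over the list alone (camera adjusted p = 0.84; median 0.01, mean -0.15). With no replicate block the adjusted p of MS4A1 was 0.086 and that of LYZ 0.71; that of LYZ was 0.057 without replicate 3, 0.30 with all 18 arrays in one fit and 0.093 with a trended, robust variance prior. limma called 0 of 6 NK cell markers, 0 of 2 CD8 markers, 0 of 5 platelet markers, 0 of 5 erythroid markers and 0 of 11 pan T cell genes, the same when adjusted over each list alone. At an unadjusted p under 0.05 it gave 0, 0, 0, 0 and 2 of them, and the methods' paired t-test 1, 0, 0, 0 and 1; camera gave an adjusted p of 0.89 for NK cell markers, 0.94 for platelet markers, 0.87 for erythroid markers and 0.55 for pan T cell genes. The median and mean log2 differences had opposite signs for NK cell markers (0.01 and -0.01), platelet markers (-0.01 and 0.01) and erythroid markers (-0.02 and 0.02). The 5 listed gamma-delta T cell markers had no probe with a single symbol. CD8B was lower than in Th1 cells in both memory subsets, with log2 differences of -2.93 in Th17-enriched and -2.84 in Th17-negative cells.

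Other splits of the same arrays into groups of the same sizes were fitted for each comparison, the donors pairing the arrays. The real count for Th17-enriched against Th17-negative cells was 489 and the highest of the others, over 100 splits, was 13. For Th1 against naïve, Th17-enriched and Th17-negative against naïve, and Th17-enriched and Th17-negative against Th1 cells the real counts were 9378, 5134, 4732, 5031 and 5300 and the highest of the others, over 32 splits each, was 0. Most of these splits put both arrays of some donors in 1 group, which leaves fewer pairs to test, so their counts do not measure chance in the paired design. The splits that part every donor's pair number 16 with 5 pairs and 8 with 4, too few for a share under 0.05; the highest of the others among them was 0 in every comparison.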
